# The T-box transcription factor Midline regulates wing development by repressing *wingless* and *hedgehog* in *Drosophila*

**DOI:** 10.1038/srep27981

**Published:** 2016-06-15

**Authors:** Chong-Lei Fu, Xian-Feng Wang, Qian Cheng, Dan Wang, Susumu Hirose, Qing-Xin Liu

## Abstract

Wingless (Wg) and Hedgehog (Hh) signaling pathways are key players in animal development. However, regulation of the expression of *wg* and *hh* are not well understood. Here, we show that Midline (Mid), an evolutionarily conserved transcription factor, expresses in the wing disc of *Drosophila* and plays a vital role in wing development. Loss or knock down of *mid* in the wing disc induced hyper-expression of *wingless* (*wg*) and yielded cocked and non-flat wings. Over-expression of *mid* in the wing disc markedly repressed the expression of *wg*, *DE-Cadherin (DE-Cad)* and *armadillo (arm)*, and resulted in a small and blistered wing. In addition, a reduction in the dose of *mid* enhanced phenotypes of a gain-of-function mutant of *hedgehog (hh).* We also observed repression of *hh* upon overexpression of *mid* in the wing disc. Taken together, we propose that Mid regulates wing development by repressing *wg* and *hh* in *Drosophila*.

The development of multicellular organisms relies on participation and coordination of several signaling pathways that contribute to regulation of organ growth and pattern. Aberrant activity of these pathways can lead to many human diseases including cancers^1^,^2^,^3^,^4^.

The evolutionarily conserved Wg signaling pathway plays a crucial role in growth and pattern formation during development^5^,^6^,^7^,^8^. Signaling molecules of the Wg family are involed in a variety of cellular processes during development and mutations in components of Wg pathway are associated with many cancers^1^,^9^. In the *Drosophila* wing disc, as a gradient morphogen, Wg protein is secreted from the producing cells and acts at long range to activate target gene expression in surrounding cells^10^. Notch (N) induced the expression of *wg* in cells along the dorsal-ventral (DV) boundary^11^,^12^. The Wg/Wnt ligand sends a signal through binding to its receptor Frizzled (Fz) and co-receptor Arrow^13^,^14^. Then a multiprotein complex blocks degradation of Arm, a central component of the Wg pathway. As a consequence, free Arm enters into the nucleus and interacts with TCF/Lef1 to activate transcription of corresponding target genes in response to Wg signaling^15^,^16^,^17^,^18^. The expression of *wg* is activated by Dachs and repressed by Expanded and Hinge1^19^,^20^,^21^.

The Hh signaling pathway is evolutionarily conserved and plays an essential role in embryonic development and adult tissue patterning^22^,^23^,^24^. Deregulation of Hh signaling leads to various human diseases, including many cancers^1^,^25^,^26^. In *Drosophila* wing disc, Hh regulates cell proliferation and cell fate specification^27^. In the posterior (P) compartment, Hh is induced by Engrailed (En) and moves across the anterior-posterior (AP) boundary to form a concentration gradient^25^,^28^. When Hh binds to its receptor Patched (Ptc), Smoothened (Smo) is released from the unliganded Ptc-dependent inhibition^29^. Smo then modulates the activity of a transcription factor Ci^30^,^31^. Then, Ci translocates into the nucleus and activates the expression of target genes, such as-*decapentaplegic* (*dpp*), *ptc* and *en*^32^,^33^. The expression of *hh* is activated by Dlp and repressed by Ihog and Hyd^34^,^35^. Elucidation of the mechanism that regulates these pathways is essential to understanding the development of multicellular organisms.

In the nucleus, several common regulators are shared by more than one pathways, such as: Groucho (Gro), functions as a corepressor in the downstream of the N, Wnt, Hh, Dpp and EGFR pathways^36^,^37^; Lines (lin), serves as mediators of the Wg, N and Hh pathways^38^ and slimb that negatively regulates both Arm and Ci^39^. This raises a possibility that still another factor can coordinate the Wg and Hh signaling pathways.

Mid is the *Drosophila* homolog of Tbx20 in vertebrates. As an evolutionarily conserved T-box family transcription factor, Mid plays a vital role in cell fate specification and tissue morphogenesis during a series of developmental processes^40^,^41^,^42^,^43^,^44^,^45^. During heart development, *mid* and its paralog *H15* are directly activated by Tinman (Tin) and required for the formation and specification of cardioblast^46^,^47^,^48^,^49^. In nervous system, Mid governs axon pathfinding through controlling the expression of multiple components of the two guidance systems, including Frazzled, Robo and Slit^50^. During development of imaginal disc, *mid* and *H15* function as selector genes to specify ventral fate in the leg disc^51^, and function within the Notch-Delta signaling pathway to specify SOP cell fate in the eye disc^52^. However, the function of Mid in wing development remains unclear.

In this study, we analyzed the function of Mid in the wing disc and its role during wing development. Our study reveals a novel role for Mid as an important regulator of the Wg and Hh signaling pathways.

## Results

### Mid expresses in the peripodial epithelium and disc proper cells of the wing disc

To study the role of Mid in wing development, we first analyzed the expression pattern of Mid in the wing imaginal disc using immunostaining with anti-Mid antibody. In wild-type third instar larvae, Mid ubiquitously expressed in the nucleus marked by TOTO-3 in both peripodial epithelium (PE) (Fig. 1a–d) and the disc proper (DP) cells (Fig. 1e–h). The expression of Mid in the wing disc suggests that it possibly plays a role in wing development.

### Mid plays pivotal roles in wing development

To gain more insight into the function of Mid in wing development, we analyzed phenotypes observed upon reduction in the *mid* function. Considering the lethality of *mid* null homozygotes during late embryogenesis (*mid*^*1*^ and *mid*^*2*^), we expressed *mid* RNAi using *MS1096*-*GAL4* or *sd*-*GAL4* to knock down *mid* in pouch and margin cells of the wing disc. The expression patterns of *MS1094-GAL4* and *sd-GAL4* are schematically illustrated in Fig. 1(i,k), respectively. Compared with the control wings, knockdown of *mid* resulted in defect wings (Fig. 2a,a’). *MS1096* > *UAS-mid-RNAi* adults exhibited cocked wings with a bowl-shaped depression (Fig. 2b). Likewise, inducing *UAS-mid-RNAi* with *sd-GAL4* resulted in cocked wings with a convex morphology (Fig. 2e). Knockdown of *mid* also induced ectopic wing hairs (Fig. 2b’, Arrows and Figure S1b’, Arrows). When *mid* RNAi was driven by a stronger Gal4 *sd(strong)-GAL4*, we observed a wider space between vein 3 and vein 4 (Figure S1a,b).

To investigate the effect when *mid* was overexpressed in the wing disc, we employed *UAS-mid* transgenic fly. Ectopic expression of *mid* by *MS1096-Gal4* (Fig. 1j) resulted a small and blistered wing with separated surfaces between dorsal and ventral, a phenotype that possibly caused by loss of adhesion between epidermal blades (Fig. 2c,c’). Furthermore, expression of *UAS*-*mid* with *sd*-*GAL4* (Fig. 1l) resulted in loss of tissue at the margin of wing blade, a phenotype typical for a reduction in the Wg signaling (Fig. 2f,f’, Arrowheads). Taken together, loss-of-function and gain-of-function analyses demonstrate that Mid plays a indispensable role in the wing.

### Analysis of candidate downstream target genes of Mid

Given that Mid is a T-box transcription factor^50^, it regulates wing development possibly through activating the expression of target genes. Therefore it will be fruitful to identify the target gene of Mid. 

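RNA from *yw* embryos and from homozygous *mid* mutant embryos was labelled with biotin and hybridized to Affymetrix *Drosophila* arrays, 1 array per genotype. The *yw* stock carries mutations in the pigmentation genes *yellow* and *white* and served as the control by the sample labels, whereas the Methods name heterozygous *mid* embryos. Embryos were kept for 16 h after egg laying at 25 °C, and the *mid* mutants were told apart by a balancer chromosome that carries GFP. With *yw* as the control the arrays compare different stocks, so genetic background cannot be told apart from an effect of *mid*. Each array held 14010 probe sets, and the authors' values were MAS5 signals, linear intensities that combine the probe pairs of a probe set. The version of MAS5 and its scaling target are not given in the sources used here. The arrays were not on a common scale, with a median signal of 150 for *yw* and 43.3 for *mid*, a ratio of 3.46. All 9 spiked control probe sets were also brighter on the *yw* array, by 2.32 to 3.39 times (median 2.76). Each array was therefore centred on its median, and signals are given on the scale of the *yw* array. Signals below 97.6, the 40th percentile of both arrays pooled, were set to that floor, which 60.3% of probe sets exceeded on the *yw* array and 59.7% on the *mid* array. Gene symbols came from an annotation table of the array, in which 12443 probe sets had a single symbol, 327 had several and 1240 had none. They named 10844 genes, of which 7687 were measured, that is, above the floor on at least 1 array. Where a gene had several probe sets, the brightest was used. As a scale for technical disagreement, log2 fold changes of probe sets of the same gene differed with an SD of 0.53 over 287 genes. Only probe sets above the floor on both arrays entered this SD, so it does not cover disagreement with dimmer ones. With 1 array per genotype, no difference has a replicate check and no p-value is given, so genes were called higher or lower by size alone, at more than 2-fold. The probe set of *mid* itself read 49.3 in *yw* and 56.8 in *mid* embryos, at the floor on both arrays, and so checks nothing about the genotype. The ratio of 3′ to 5′ signal, which rises as RNA degrades, was higher on the *mid* array for actin (53.5 against 28.8), eIF-4a (63.3 against 50.8) and 18S rRNA (7.43 against 4.52), and lower for GAPDH (17.3 against 21.6). For each of these controls the 3′ signal exceeded the 5′ signal on both arrays, so RNA quality may limit both.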

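In the *mid* mutant embryos, 8 of 16 measured genes of cell cycle and DNA replication were more than 2-fold lower than in the *yw* embryos, and 4 of 6 heat shock genes were more than 2-fold higher. Lists of cuticle, axon guidance and neuronal genes had medians above most random lists, although most of their members differed by less than 2-fold. A list of maternal transcripts had a median of -0.25 (percentile 2.2), but lay inside the central 95% of random lists under most alternatives. A younger *yw* collection cannot be told apart from an effect of *mid* with 1 array each. *CycB*, which encodes a mitotic cyclin, was 16.5-fold lower (9266 in *yw* and 562 in *mid*), and *Hsp68*, which encodes an inducible chaperone, was 23.4-fold higher (257 in *yw* and 6007 in *mid*). Of the measured genes, 435 (5.7%) were more than 2-fold higher in *mid* and 348 (4.5%) more than 2-fold lower. None of the cell cycle genes was called higher, *dpa*, at the floor in *yw*, having only a lower bound of 1.24-fold (121 in *mid*). Those lower included *tum*, a regulator of cytokinesis (8.9-fold), *CycB3* (6.74-fold) and *pim*, the securin (at least 6.75-fold, being at the floor in *mid*). The median of the cell cycle list was lower than those of all 10000 random lists of the same size and signal. None of the heat shock genes was lower, with *Hsp26* 7.43-fold, *Hsp27* 7.03-fold and the co-chaperone *DnaJ-1* 3.06-fold higher, and the list median was above those of all 10000 random lists. Of 43 genes of cuticle and chitin, 3 were higher and none was lower, namely *Edg91* (4.04-fold), *Cpr65Ea* (2.35-fold) and the chitin deacetylase gene *serp* (2.31-fold), and the list median was above those of all random lists. Of 21 axon guidance genes, 6 were higher and none was lower, with a median also above those of all random lists. These included the netrin gene *NetB* (3.99-fold), *ena* (at least 3.97-fold), *comm* (2.44-fold) and the netrin receptor gene *fra* (252 in *yw* and 614 in *mid*, 2.44-fold). *robo1* was at the floor in *yw* and at least 1.61-fold higher, and *sli* was at the floor on both arrays. Of 13 neuronal genes, 3 were higher and none was lower (percentile 99.8), namely *fne* (2.57-fold), *elav* (2.23-fold) and *Ace* (2.09-fold). Of 32 digestive enzymes of the larval midgut, 3 were called lower and none higher, namely the amylase gene *Amy-d* (9.71-fold) and the protease genes *Jon74E* (9.31-fold) and *Jon25Bi* (2.22-fold), and the list median was below those of all random lists. *LysP*, a lysozyme gene at the floor in *yw*, was at least 1.64-fold higher. Among other genes with the largest changes were the cuticle gene *TwdlD* (10.7-fold higher), the lipase gene *Lip3* (log2 fold change 2.81) and the transferrin gene *Tsf3* (5.49-fold higher). *kuk*, which encodes a nuclear envelope protein, was 9.92-fold lower, *Map60* 6.63-fold lower and the mitotic kinase gene *gwl* 5.79-fold lower. *Cyp28d2*, a cytochrome P450 gene, had a signal of 8268 in *yw* and lay at the floor in *mid*, at least 84.7-fold lower. The ratio of 3′ to 5′ signal was higher in *mid* for 3 of 4 control transcripts. Apart from maternal transcripts, each list kept its side of the random lists under every scaling run. Where a scaling multiplies 1 array by a single factor, these ranks could hardly move except through the floor. Loess could move them little, as random lists were matched on signal, so this agreement is a weak check. List medians did move, that of cuticle and chitin from 0.50 to 0.18 with the spiked controls. The balance of calls also depended on the scaling. Median centring gave 541 probe sets higher and 403 lower (57.3% higher), an equal mean of the central 96% of values, chosen after the columns were seen, gave 413 and 505 (45.0% higher), the spiked controls gave 256 and 828 (23.6% higher), and values as deposited gave 21 and 7627 (0.3% higher).

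**Figure D1:**
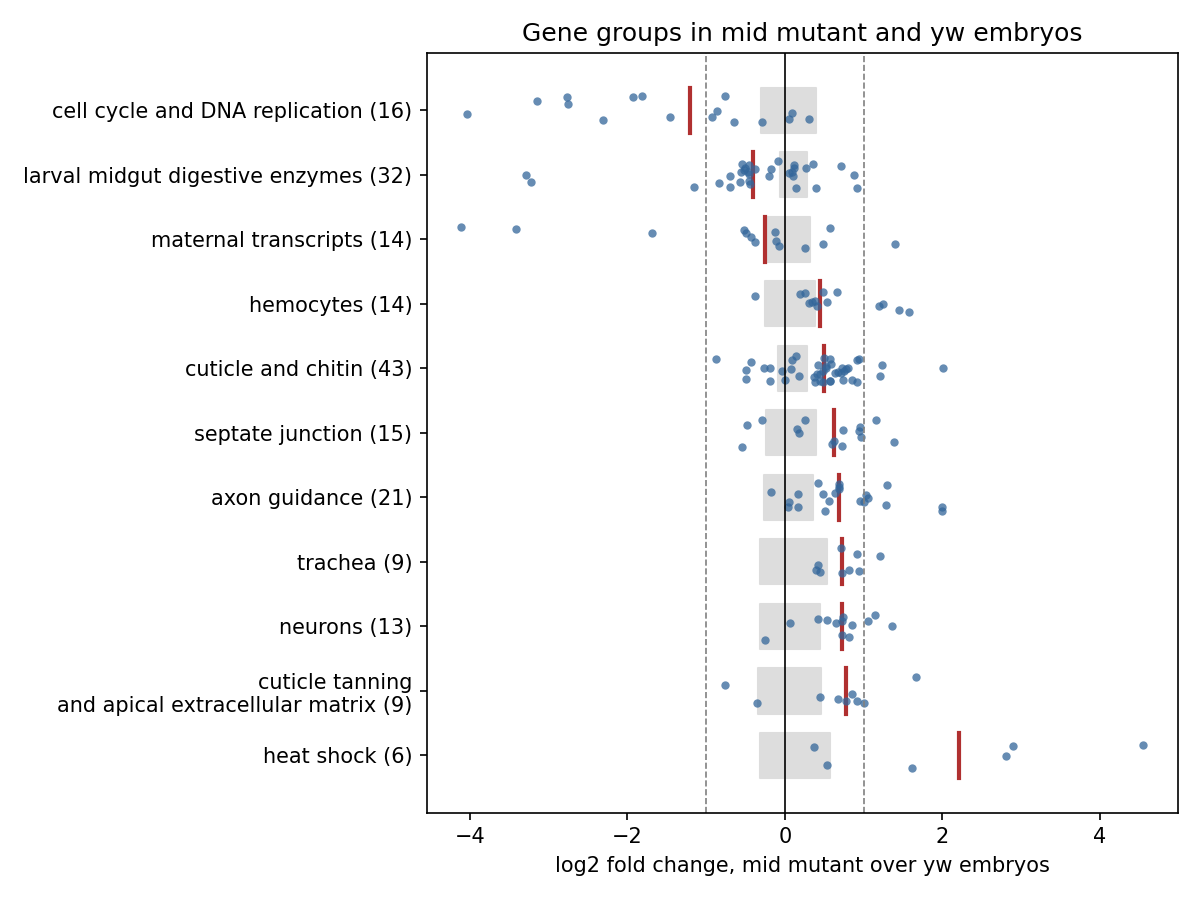
Log2 fold change of each measured gene (points), *mid* mutant over *yw* embryos, in 11 gene groups with the number of measured genes in brackets. Red lines are group medians, grey boxes the central 95% of medians of random lists, and dashed lines mark 2-fold. Genes at the floor on 1 array are drawn at their lower bound. The median of cell cycle genes lies at -1.20 and that of heat shock genes at 2.21.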

To find targets of Mid, we carried out a microarray assay and compared expression profiles of wild-type and *mid* mutant embryos. Among genes that related to wing development, 104 genes were identified as significantly down-regulated and 102 genes were up-regulated in the *mid* mutant (Supplementary Tables S1 and S2). These genes were potential targets of Mid. Among these candidates, we found *wg* and *hh*, which are important for wing development. 

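Of the wing development genes of Tables S1 and S2 that were measured, most differed by less than 2-fold between the *mid* mutant and *yw* embryos after median centring, but not with values as deposited. Of the 102 symbols of Table S1, 69 had a named probe set and 61 were measured. Of these, 4 were more than 2-fold higher in *mid*, 3 more than 2-fold lower and 47 within 2-fold, while the other 7 were at the floor on 1 array with a lower bound under 2-fold. Of the 106 symbols of Table S2, 82 had a named probe set and 67 were measured, of which 4 were more than 2-fold lower, 1 was higher and 51 were within 2-fold, and the other 11 had such a lower bound. With the floor at the 20th percentile, 4 genes of Table S1 were higher and 6 lower, and 7 of Table S2 were higher and 7 lower. With no floor these were 4 and 7 for Table S1 and 8 and 7 for Table S2. Log2 fold changes were above 0 for 39 genes of Table S1 and below 0 for 22, and above 0 for 41 genes of Table S2 and below 0 for 26. The median was 0.22 for Table S1, at percentile 98.2 of random lists, and 0.17 for Table S2, at percentile 96.2, where all measured genes had a median of 0.06. Table S1 lay inside the central 95% of random lists under several alternatives, at percentile 92.0 with quantile normalisation, 97.3 with loess, 87.0 with no floor and 96.4 with the median over a gene's probe sets. Both medians were -0.10 with scaling on the spiked controls, where the median of the measured genes moved by -0.30, and with values as deposited 53 genes of Table S1 and 53 of Table S2 were more than 2-fold lower and 0 of either were higher. The study chose both lists on these arrays, so the counts are not independent evidence of a direction. The Methods also required a p-value, which was not analysed here. From its comparison of the genotypes, the paper states that the listed genes were potential targets of Mid.

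**Figure D2:**
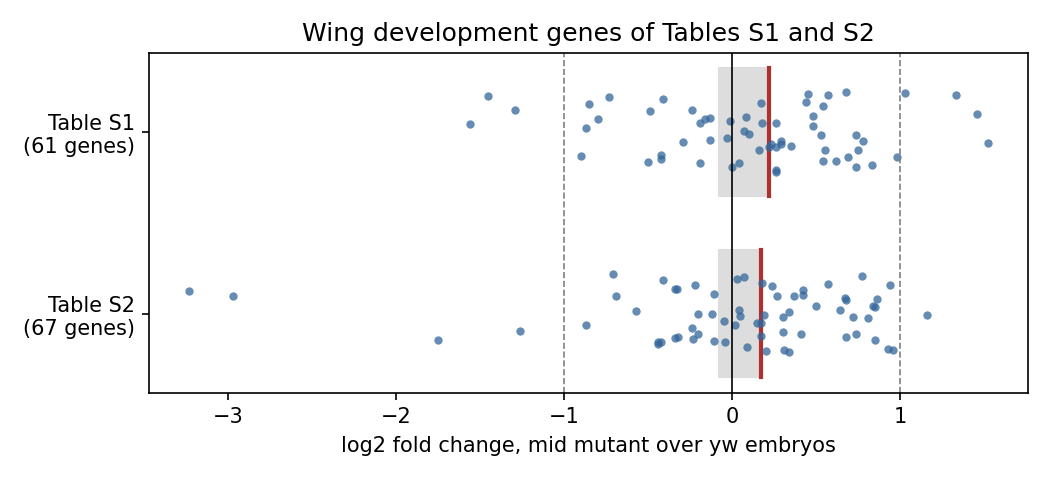
Log2 fold change, *mid* mutant over *yw* embryos, of the 61 measured genes of Table S1 and the 67 of Table S2 (points). Red lines are medians (0.22 and 0.17), grey boxes the central 95% of medians of random lists, and dashed lines mark 2-fold. Genes at the floor on 1 array are drawn at their lower bound.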

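The probe set of *hh* was dim on both arrays, at percentile 23.1 of all signals in *yw* and 23.0 in *mid*. *wg* was not analysed here. Among genes of the Wg pathway, *wls*, which is required for Wg secretion, was lower in the *mid* mutant. *gro*, which encodes a corepressor, was called lower by its brighter probe set but not by its other one. *gro* read 1292 in *yw* and 384 in *mid* by its brighter probe set (3.36-fold lower), and 678 and 625 by its other one. *wls* read 319 in *yw* and lay at the floor in *mid*, at least 3.26-fold lower. Of 27 listed symbols of the Wg pathway, only 9 had a named probe set and 8 were measured, so most of the list is missing here. Of the 8 measured genes, 2 were called lower, none was called higher and 5 were within 2-fold. *nkd*, a Wg antagonist, was at the floor in *yw* and read 148 in *mid* by its brighter probe set, at least 1.51-fold higher. Its other probe set went the other way, with 98.5 in *yw*, just above the floor, and 12.3 in *mid*, so no direction is given for *nkd*. The list median of 0.34 lay at percentile 84.3 of random lists. Within 2-fold were *Notum*, a secreted antagonist of Wg (115 in *yw* and 192 in *mid*), the kinase gene *CkIalpha* (452 and 708), *slmb* (186 and 252) and the scaffold gene *Axn* (182 and 127). Of 10 measured segment polarity genes, 1 was called higher and none lower. This was *H15*, the paralog of *mid*, with 135 in *yw* and 391 in *mid* (2.9-fold), which was 0.77 on the log2 scale with the floor at the 60th percentile, where it is at the floor in *yw*. *lin*, another gene of that list, read 124 and 226. The segment polarity list had a median of 0.19, at percentile 78.2.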

Given that the phenotypes induced by overexpressing *mid* were analogous to Wg pathway attenuation, and knockdown of *mid* mimicked Hh pathway hyper-activation, we should pay more attention on *hh* and *wg*.

### Mid represses the expression of *wg*

To examine a possible role of Mid in the Wg pathway, we first compared the expression patterns of Mid and Wg in the wing disc from third instar larvae. We noticed that Mid and Wg were co-expressed in the DV boundary of DP cells (Fig. 3a–f). The co-localization of Wg and Mid suggests that they have some interaction in the wing disc.

To test whether Mid regulates the *wg* expression, we generated *mid* mutant clones, which effectively depletes the expression of Mid (Figure S2a–c), using FLP-FRT method in the wing disc (Fig. 3g). Compared with the neighboring control cells, *mid* mutant clones marked by loss of GFP showed increased Wg levels (Fig. 3g–i). In addition, we verify this result using RNAi-mediated *mid* knockdown. Knockdown of *mid* with *sd-Gal4* increased the expression of *wg* at the DV boundary (Fig. 3k). Furthermore, we detected the levels of *mid* and *wg* mRNA upon *mid* RNAi by qPCR analyses in the wing disc and found a significantly lower expression level of *mid* mRNA (Figure S3) and a higher expression level of *wg* mRNA (Fig. 3l). These results indicate that *mid* RNAi effectively knocked down *mid* mRNA and that Mid represses the expression of *wg*. We also generated *mid* FLP-out clones in wing disc by the FLP/FRT and the GAL4/UAS techniques. This resulted in reduction of Wg expression (Fig. 3m–o).

To investigate whether cell death increased upon ectopic expression of Mid, we expressed *UAS-mid* with *sd*-*GAL4* and monitored activation of apoptosis by cleaved Caspase-3 antibody. As shown in Figure S4(e), the activity was observed in a small region of the blade but not along the DV boundary, while Wg expression was repressed at the DV boundary (Figure S4d–f). This result suggests that the reduced expression of *wg* upon overexpression of Mid at the DV boundary is not due to increased cell death.

To analyze the genetic interaction between *mid* and *wg*, we induced *wg* RNAi driven by *sd-GAL4* and noted notches at the blade margin (Figure S5b) that are similar to Mid gain of function phenotype (Figure S5a). We then induced *UAS-mid;UAS-wg-RNAi* using *sd-GAL4* and noted a strongly enhanced phenotype, compared with Mid gain of function or Wg knock down alone. Sixty-five percent of the flies exhibit severe loss of wing veins and blistered wing (Figure S5c, n = 99), and 35% of the flies even lead to loss of tissue in almost whole wing blade (Figure S5c’, n = 54). Moreover, an ectopic hair was also found in adults carrying the *mid* mutant clone (Figure S6a’,b’), a phenotype analogous to *wg* ectopic expression.

In sum, our results demonstrate that Mid plays a negative role for *wg* expression in the wing disc.

### Mid negatively regulates the expression of *Arm*

In order to test whether Mid affects the expression of *wg* downstream genes, we analyzed the expression of Arm/β-catenin. We observed repression of *arm* at the DV boundary when *mid* was overexpressed using the *sd-Gal4* driver (Fig. 4d–f). Furthermore, qPCR analyses revealed that overexpression of *mid* downregulated *wg* and *arm* mRNA levels (Fig. 4b,c). We next generated *mid* loss of function mutant clones (Fig. 4g) and FLP-out clones (Fig. 4j) in the DP cells of the wing disc. Arm expression is increased in *mid* mutant clone in the DV boundary (Fig. 4g–i) and decreased in *mid* overexpression FLP-out clone (Fig. 4j–l). Taken together, these results indicate that Mid negatively regulates the Arm expression in the wing disc.

### Mid negatively regulates the expression of *DE-Cad*

In response to the Wg signaling, DE-Cad regulates epithelial cell-cell adhesion at adherens junctions^53^. To test whether Mid regulates DE-Cad levels, we first induced *mid* loss of function mutant clones in the wing disc, which resulted in hyper-expression of DE-Cad (Fig. 5a–c and Figure S7). We next examined the expression of DE-Cad in wing discs of *yw* and *MS1096-GAL4; UAS-mid*. The control disc displayed a proximodistal (PD) gradient of DE-Cad and normal cell shape (Fig. 5d). However, *mid* overexpression abolished the PD gradient of DE-Cad and resulted in decreased apical cells and cell shape became slender, compared with the same region in the control wing discs (Fig. 5e). In addition, qPCR analyses showed reduced expression of *DE-Cad* when *mid* was overexpressed in wing discs (Fig. 5f). We also overexpressed *mid* in FLP-out clone and found downregulation of DE-Cad (Fig. 5g–i). These results indicate that Mid negatively regulates the expression of *DE-Cad*.

### Mid represses the expression of *hh*

Our microarray data showed enhanced expression of *hh* in the *mid* mutant (Supplementary Table S1), suggesting that Mid is involved in regulation of Hh pathway. To address this possibility, we used *hh* mutant to test whether Hh and Mid have genetic interaction in wings. 

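*hh* signal did not reach the floor in either genotype, with 40.4 in *yw* and 38.0 in *mid* embryos, so no direction or fold is given. Of 12 measured genes of the Hh pathway, 10 had log2 fold changes above 0 and 2 below after median centring, 1 was called higher and none lower. The list median of 0.49 lay at percentile 98.0 of random lists. The signs depend on the scaling, as with the spiked controls the list median was 0.16 and *en* and *smo* lay below 0. *ci*, which encodes the transcription factor of the pathway, read 246 in *yw* and 357 in *mid*. *smo*, which encodes the signal transducer, read 139 and 170, and *rasp*, which encodes the acyltransferase that modifies Hh, read 217 and 317. *dlp*, which encodes a glypican, read 252 and 355 by its brighter probe set. *Su(fu)*, which encodes an inhibitor of Ci, read 469 and 293, and *ttv*, required for heparan sulfate synthesis, read 448 and 257. *boi*, a coreceptor gene, was at the floor in *yw* and read 137 in *mid*, while *ihog*, *disp*, *cos* and *ptc* were at the floor on both arrays. Of the 12 genes, 5 are also in Table S1, chosen by the study on these arrays. The list median lay at percentile 95.9 with the median over a gene's probe sets, at 95.1 with the floor at the 60th percentile, at 97.3 with no floor and at 96.2 with values as deposited, inside the central 95% of random lists.

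**Figure D3:**
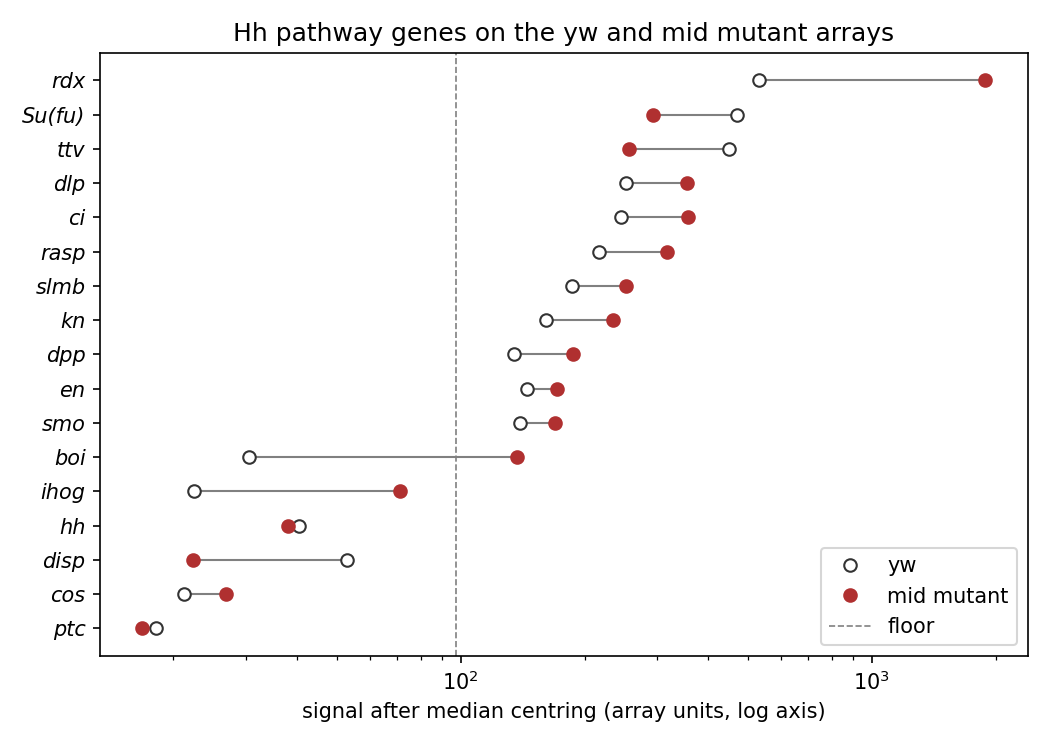
Median-centred signal (array units, log axis) of the Hh pathway genes with a named probe set, in *yw* (open circles) and *mid* mutant embryos (red circles). The dashed line is the floor of 97.6. *hh* lies below it at 40.4 and 38.0, and *rdx* is the brightest at 532 and 1888.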

The *hh*^*Mrt*^ mutant is a gain-of-function allele of *hh*, which leads to ectopic expression of Hh in the anterior compartment and exhibits a wing phenotype with an expanded anterior region and duplication of longitudinal L2 and L3 veins (compare Fig. 6b with 6a)^28^,^54^,^55^. Loss of one copy of *mid* apparently aggravated the phenotypes of *hh*^*Mrt*^ heterozygous adult wing. Compared with the control counterparts, the anterior region of the wing is further enlarged and rounded when *mid* was mutant under *hh*^*Mrt*^ background (Fig. 6c), and ectopic veins L2* and L3* were more obvious. The results were summarized in Fig. 6(d). Moreover, an ectopic vein L3 was also found in adults carrying the *mid* mutant clone (Figure S6a,b), a phenotype analogous to *hh* overexpression^33^. These results suggest that Mid acts as a negative modulator of Hh signaling.

Given that Mid negatively regulates Hh pathway and loss of *mid* increases *hh* mRNA levels, we investigated whether Mid regulates the expression of *hh*. We employed anti-Hh antibody and found that overexpression of *mid* decreased Hh protein levels (Fig. 6e–f). To further confirm that Mid regulates Hh at mRNA level, we used a *hh-lacZ* transgenic fly which could monitor the transcription of *hh*. Overexpression of *mid* repressed *hh-lacZ* expression in a non-cell autonomous manner (Fig. 6g–i). We also examined *hh-lacZ* expression in Mid FLP-out clones and found that reduction of *hh-lacZ* expression still occurs in a non-cell autonomous manner (Fig. 6j–l).

We next examined whether Mid negatively regulates Hh pathway activity. In the wing disc, Hh pathway activates the expression of target genes, including *dpp*. Overexpression of *mid* decreased both *hh* and *dpp* mRNA levels in wing discs (Fig. 6m,n), indicating that Mid represses Hh pathway activity. Taken together, our results demonstrate that Mid inhibits *hh* expression and compromise Hh signaling.

### *mid* is not activated by Wg in the wing disc

Previous studies have revealed that Mid regulates cell fate determination in leg discs, and the expression of *mid* is activated by Wg while repressed by Dpp^51^. It is interesting to examine whether the regulation of Wg upon Mid also occurs in the wing. We cannot analyze adult wings due to lethality caused by *wg* overexpression. Although overexpression of *wg* resulted in a larger wing disc, the level of Mid did not show any detectable changes (Figure S8a–c). We further verified this result using qPCR assays. Overexpression of *wg* apparently increased *wg* mRNA but did not affect *mid* and *hh* mRNA levels (Figure S8d–f). These observations demonstrate that although Mid plays important roles in different tissues, its regulation is distinct. It will be fruitful to investigate how *mid* is regulated in wings.

## Discussion

The Wnt and Hh signaling pathways are involved in many aspects of development and adult homeostasis. Members of the Wg and Hh families induce the expression of a series of target genes by activating conserved signaling cascades^1^,^18^,^56^. Although multiple signaling molecules of the Wg and Hh pathways have been identified, little is known about how these pathways are controlled and coordinated. Here we identified Mid as a common regulator of the Wg and Hh pathways.

We demonstrated that Mid acts as a negative regulator of the Wg pathway (Fig. 7) from three lines of evidence. Firstly, microarray analyses indicated that the level of *wg* mRNA was significantly increased in *mid* mutant compared with the control counterpart. Secondly, loss of *mid* in the wing disc induced hyper-expression of Wg, whereas overexpression of *mid* reduced the expression of Wg. Lastly, Mid acts as a negative regulator of *arm* and *DE-Cad.*

What is the underlying mechanism of the Mid-mediated repression on Wg? Mid could directly repress *wg* together with Groucho as demonstrated in the embryonic ectoderm^41^. However, overexpression of *mid* in the wing disc decreased Wg even in regions where Mid is not overexpressed (our unpublished results), suggesting that Mid represses Wg, at least partly, in an indirect manner. Therefore, Mid possibly attenuates Wg through two mechanisms, direct and indirect. Further studies are necessary to dissect the detailed mechanisms.

We also demonstrated that Mid acts as a negative regulator of the Hh pathway (Fig. 7) from four lines of evidence. Firstly, analyses using microarrays show that the level of *hh* mRNA was enhanced in the *mid* mutant. 

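Among transcriptional targets of Hh, *rdx*, which encodes an adaptor for Ci degradation, was 3.55-fold higher in the *mid* mutant embryos by its brighter probe set. Its other probe set read 110 in *yw* and 134 in *mid*, and the median of the pair was 1.06 on the log2 scale. *dpp* read 135 in *yw* and 188 in *mid*, a log2 fold change of 0.48. *kn* (*collier*) read 161 and 235 (log2 fold change 0.54), and *en* read 145 and 171 (log2 fold change 0.23). The signal of *ptc* was 18.1 in *yw* and 16.8 in *mid*, at the floor on both arrays. The log2 fold changes of *dpp* and *en* were smaller than the SD between probe sets of the same gene, and that of *kn* was close to it.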

Secondly, using anti-Hh antibody and *hh-lacZ* reporter, we observed reduced expression of Hh upon overexpression of *mid* in the wing disc. Thirdly, *mid* reduction can enhance the wing phenotype of *hh*^*Mrt*^, a gain-of-function allele of *hh*. Lastly, we observed decrease in the expression of a *hh* target *dpp* in response to overexpression of *mid*. Overexpression of *mid* reduced the expression of *hh-lacZ* in a non-cell autonomous manner. Therefore, the repression of *hh* by Mid is not direct but mediated through an unknown mechanism.

Mid is a homolog of vertebrate Tbx20, an evolutionarily conserved transcription factor that is involved in many important events during development^57^,^58^. In both knock-down and overexpression experiments, we observed abnormalities of wing patterns in response to changes in the level of the *mid* function. Knock down of *mid* in the wing disc induced hyper-expression of Wg and its downstream *DE-Cad*, and yielded the cocked and non-flat wings. The hyper-expression of DE-Cad would lead to abnormally strong cell-cell adhesion and epithelial misfolding^53^. The cocked wing phenotype could be ascribed to the epithelial misfolding in the hinge region. As the *MS1096-gal4* driver is mainly expressed in the dorsal compartment (ref. 59, see also Fig. 1i), *mid* RNAi induced with this driver would lead to hyper-expression of DE-Cad mainly in the dorsal compartment. The resulting strong cell-cell adhesion would reduce the wing surface of the dorsal side. This could give rise to the concave wing. On the other hand, the sd*-gal4* driver mainly expresses in the ventral compartment (ref. 59, see also Fig. 1k) and hence, *mid* RNAi induced with this driver would give rise to the convex wing. Upon knock down of *mid* in the wing disc, we also observed ectopic wing hairs, a phenotype of enhanced *wg* function^39^, and the widening of the distance between L3 and L4 veins, a phenotype of enhanced *hh* function. This is consistent with our conclusion that *mid* regulates wing development by repressing *wg* and *hh*.

Overexpression of *mid* in the wing disc repressed the expression of *wg* and *hh*, which in turn resulted in the small wing phenotype. Overexpression of *mid* in the wing disc also repressed *arm* and *DE-Cad*. Reduced expression of Arm and DE-Cad weakens cell-cell adhesion. Therefore, the blistered wing phenotype upon overexpression of *mid* in the wing disc is most likely due to weakened cell-cell adhesion between the dorsal and the ventral sides.

In sum, we propose a model in which Mid coordinates the Wg and Hh signaling pathways and plays a vital role during wing development (Fig. 7).

## Methods

### Drosophila Stocks

Following stocks were used: *yw*,*mid*^*1*^*/CyO*, *MS1096-GAL4*, *sd(strong)-GAL4*, *hh*^*Mrt*^, *UAS-mid*, *UAS-wg*, *UAS-GFP*, *UAS-wg-RNAi*, *hh-lacZ* were originally obtained from Bloomington Stock Center. *sd-GAL4* was obtained from *Drosophila* Genetic Resource Center. *UAS-mid-RNAi* was originally obtained from NIG-Fly. All fly stocks were grown at 25 °C. Mutant clonal analyses were done with *hs-FLP; FRT42D, Ubi-GFP/CyO* and *FRT42D, mid*^*1*^*/CyO*. FLP-out clonal analyses were done with *hs-FLP; UAS-mid/CyO* and *act* > *y* ^+^ > *gal4;UAS-GFP*.

### Antibodies and Immunohistochemistry

The antibodies were used at the following dilutions: rabbit anti-Mid (1:500^50^), mouse anti-Wg (1:50 DSHB), mouse anti-Arm (1:200 DSHB), rabbit anti-Hh (1:800 gift of T. Tabata), mouse anti-40-1a (1:500 DSHB), 488 donkey anti-rabbit IgG conjugate (1:500, Alexa), Cy3–conjugated donkey anti-mouse IgG (1:500, Sigma), TOTO-3(1:200, Probes) and cleaved Caspase-3(1:200, Cell Signaling).

Images were acquired under Leica TCS SP5 confocal microscope, Olympus DP2-BSW microscope and Olympus cellSens, processed using Adobe Photoshop CS6.

### Microarray Analysis

The *mid* heterozygote or mutant embryos were identified using CyOact-GFP balancer chromosome. Total RNA was extracted separately for each of the heterozygous and homozygous *mid* mutant embryos using the QIAGEN RNeasy isolation kit. The probes labeling and hybridization were performed as described previously^60^. Probes with fold-change >2.0 and P values <0.05 were considered to be differentially expressed. All the Raw and normalized microarray expression data have been deposited on the NCBI Gene Expression Omnibus (GEO) Web site (www.ncbi.nlm.nih.gov/geo) under accession number GSE73802.

### qPCR Analysis

Total RNA was isolated from the wing disc of the third instar larvae using RNAprep Pure Tissue kit (TIANGEN #DP431). Prime Script^TM^ II 1^st^ strand cDNA synthesis kit (TaKaRa #6210A) was used for cDNA synthesis. qPCR was performed in a 20 ul reaction containing 2 pmol of relevant primers (Supplementary Table S3) in Bio-Rad CFX96 real-time system using a SuperReal PreMix Plus (SYBR Green) Kit (TIANGEN #FP205).

## Additional Information

**How to cite this article**: Fu, C.-L. *et al*. The T-box transcription factor Midline regulates wing development by repressing *wingless* and *hedgehog* in *Drosophila*. *Sci. Rep.* **6**, 27981; doi: 10.1038/srep27981 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
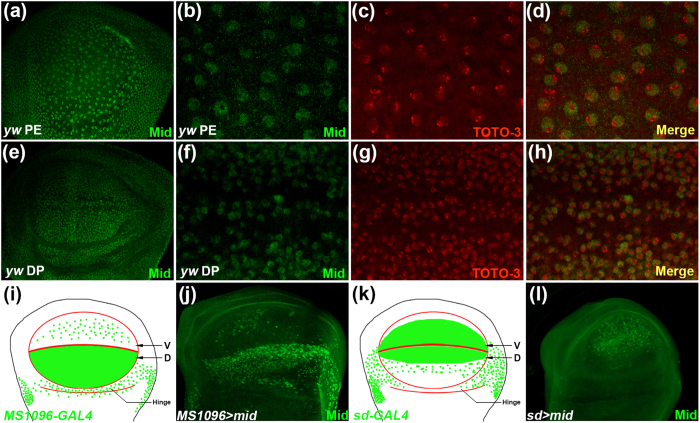
Mid is expressed in the PE and DP of wing discs. (**a–h**) The expression pattern of Mid in the wing disc from a third instar larva of wild type stained with anti-Mid antibody. Optical sections at the plane of the PE (**a–d**) and DP (**e–h**). Mid was detected in the nucleus, labeled by TOTO-3, of both PE (**b–d**) and DP (**f–h**) cells. (**i**) Schematic representation of the *MS1096-GAL4* expression pattern. (**j**) The expression of Mid in the *MS1096-Gal4;UAS-mid* wing disc. (**k**) Schematic representation of the *sd-GAL4* expression pattern. (**l**) The expression of Mid in the *sd-Gal4;UAS-mid* wing disc.

**Figure 2:**
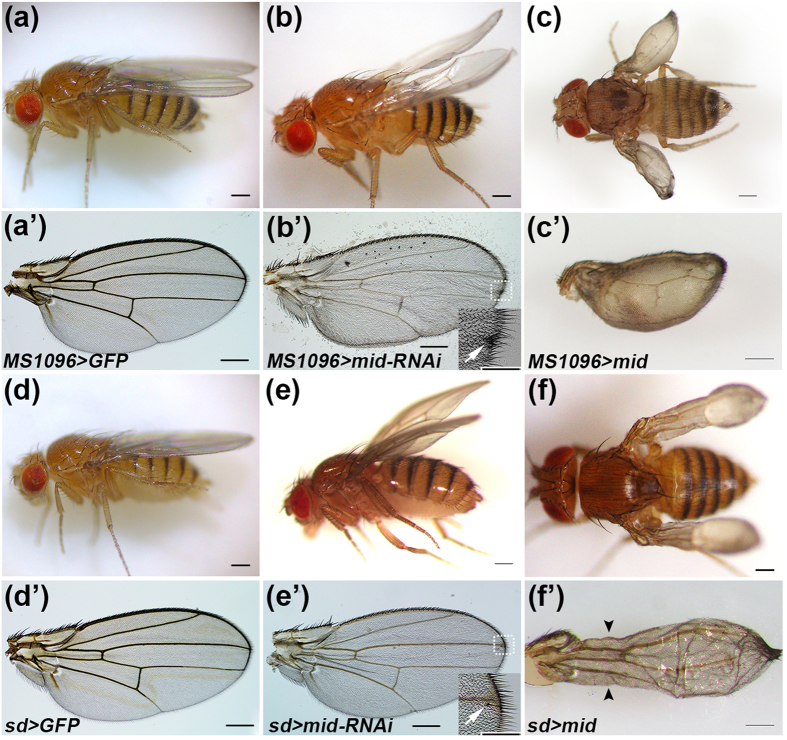
Mid is required for wing development. (**a,a’**) Adult wings of *MS1096-Gal4; UAS-GFP* are shown as control. (**b–c’**) Adult wings of *MS1096-Gal4;UAS-mid-RNAi* (**b,b’**) and *MS1096-Gal4;UAS-mid* (**c,c’).(d,d’**) Adult wings of *sd-Gal4;UAS-GFP* are shown as control. (**e–f’**) Adult wings of *sd-Gal4;UAS-mid-RNAi* (**e,e’**) and *sd-Gal4;UAS-mid* (**f,f’**). Insert of (**b’**) or (**e’**) represents magnification of the region marked by a white broken line. Arrows indicate ectopic wing hairs. Arrowheads indicate loss of tissue at the margin of wing blade. Scale bars: 500 μm.

**Figure 3:**
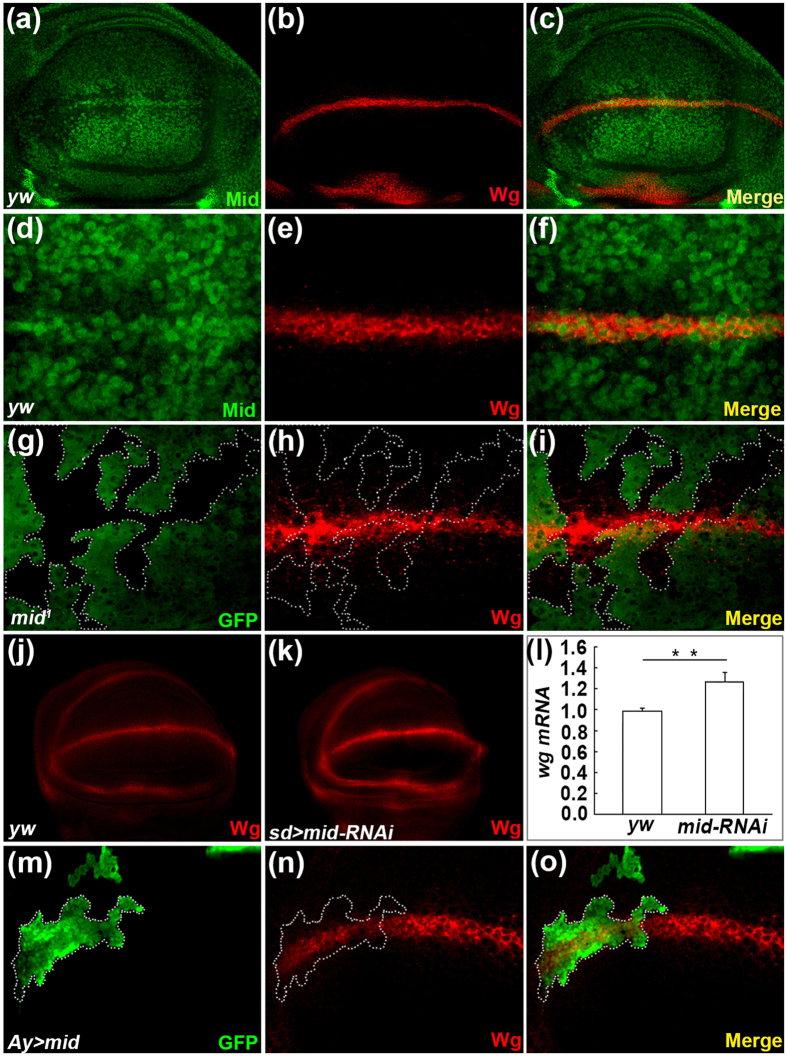
Mid represses the expression of *wg*. (**a–c**) The expression of Mid (**a**) and Wg (**b**) in the wild-type wing disc. (**c**) Merged image of (**a**,**b**). (**d–f**) Magnified images of the partial region in (**a**–**c**) are shown. (**g–i**) Wg expression is activated in a *mid* mutant clone (mutant clone lack GFP signal and marked by a broken line) induced in the DP cells of the wing disc. The wing disc from a third instar larva of *hs-FLP; FRT42D, Ubi-GFP/FRT42D, mid*^*1*^ is stained with anti-GFP antibody (**g**), anti-Wg antibody (**h**). (**i**) Merged image of (**g**,**h**). (**j**,**k**) Activation of the Wg expression in the wing disc of *sd-Gal4; UAS-mid-RNAi* (**k**) compared with that of *yw* (**j**). (**l**) qPCR analyses of the *wg* mRNA level between *yw* and *sd* > *mid-RNAi*. Error bar, SEM from three independent experiments. Student’s tests, **p < 0.01. (**m**–**o**) Somatic clone overexpressing Mid display downregulation of Wg (clone with GFP signal is marked by broken line). The wing disc from a third instar larva of *hs-FLP; UAS-mid/act* > *y* ^+^ > *gal4; UAS-GFP* is stained with anti-GFP antibody (**m**), anti-Wg antibody (**n**). (**o**) Merged image of (**m**,**n**).

**Figure 4:**
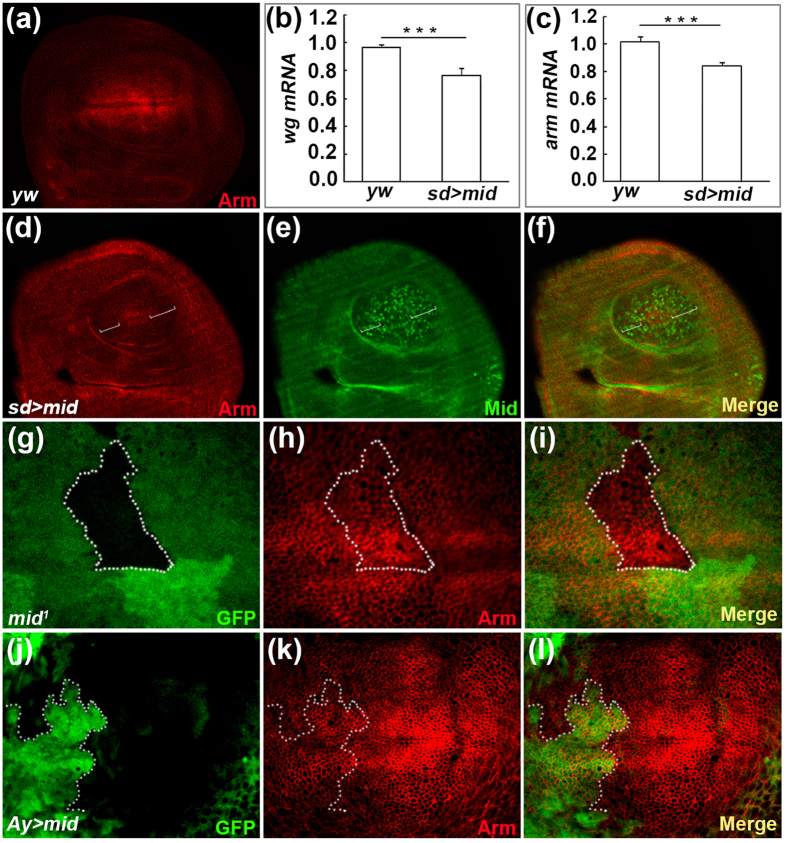
Mid represses the expression of *arm*. (**a**) The wing disc of wild type is stained with the anti-Arm antibody. (**b,c**) qPCR analyses of *wg* and *arm* mRNA level in *yw* and *sd* > *mid*. Error bar, SEM from three independent experiments. Student’s tests, ***p < 0.001. (**d–f**) The expression of Arm is repressed (marked by brackets) in the wing disc of *sd-Gal4; UAS-mid*. (**g–i**) Arm expression is activated in a *mid* mutant clone (mutant clone lack GFP signal and is marked by broken line) induced in the DP cells of the wing disc. The wing disc from a third instar larva of *hs-FLP; FRT42D, Ubi-GFP/FRT42D, mid*^*1*^ is stained with anti-GFP antibody (**g**), anti-Arm antibody (**h**). (**i**) Merged image of (**g**,**h**). (**j**–**l**) Somatic clone overexpressing Mid display downregulation of Arm (clone is marked with GFP signal and is marked by broken line). The wing disc is stained with anti-GFP antibody (**j**), anti-Arm antibody (**k**). (**l**) Merged image of (**j**,**k**).

**Figure 5:**
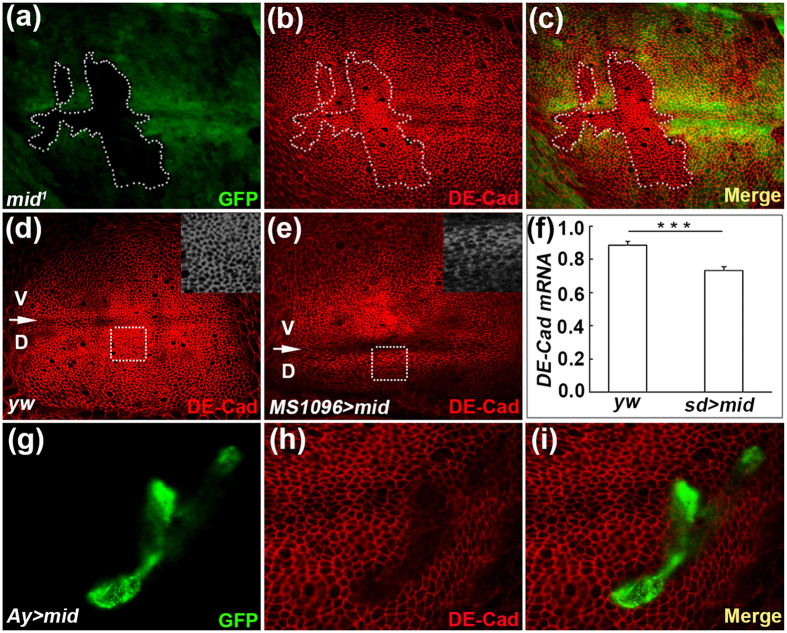
Mid represses the expression of *DE-Cad*. (**a–c**) DE-Cad expression is activated in a *mid* mutant clone (mutant clone lack GFP signal and is marked by a broken line) induced in the DP cells of the wing disc. The wing disc from a third instar larva of *hs-FLP; FRT42D, Ubi-GFP/FRT42D, mid*^*1*^ is stained with anti-GFP antibody (**a**), anti-DE-Cad antibody (**b**). (**c**) Merged image of (**a**,**b**). (**d**,**e**) The expression of DE-Cad in the wing disc of wild type (**d**) and *sd-Gal4; UAS-mid* (**e**). The DV boundary is marked by an arrow. Insert in (**d**) is magnification of the region marked by a white broken line to show normal apical cell shape. Insert in (**e**) is magnification of the region marked by a white broken line to show slender apical cell shape. (**f**) qPCR analyses of *DE-Cad* mRNA level in *yw* and *sd* > *mid*. Error bar, SEM from three independent experiments. Student’s tests, ***p < 0.001. (**g**–**i**) Somatic clone overexpressing Mid display downregulation of DE-Cad (clone is marked with GFP signal). The wing disc is stained with anti-GFP antibody (**g**), anti-DE-Cad antibody (**h**). (**i**) Merged image of (**g**,**h**).

**Figure 6:**
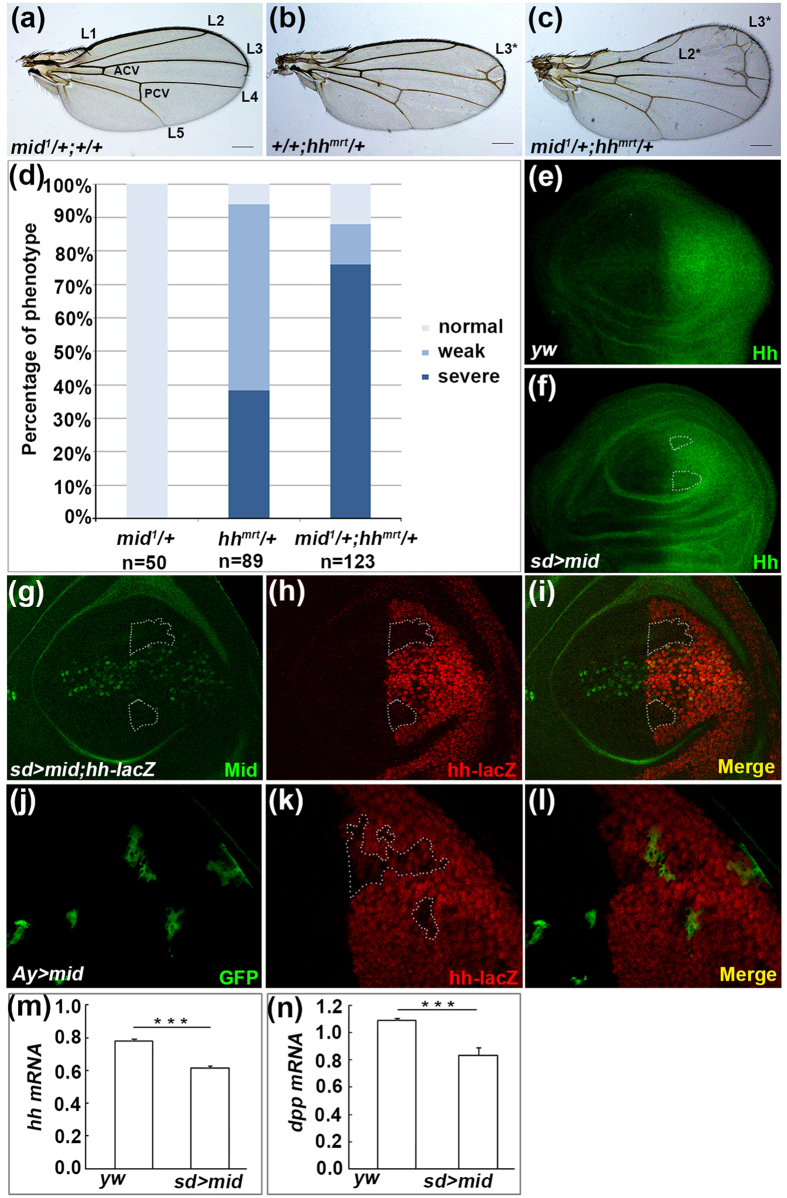
Mid represses the expression of *hh*. (**a–c**) Genetic interaction between *mid* and *hh*. Adult wings of *mid*^*1*^/+; +/+ (**a**) /+; *hh*^*mrt*^/+ (**b**) and *mid*^*1*^/+; *hh*^*mrt*^/+ (**c**). Note ectopic vein L3 (L3*) in (**b**) and ectopic veins L2 (L2*) and L3 (L3*) with enlarged anterior compartment in (**c**). Scale bars: 200 μm. (**d**) Percentage of the phenotype in (**a**–**c**). (**e**,**f**) The wing discs of wild type and *sd* > *mid* are stained with the anti-Hh antibody. The expression of Hh is repressed upon overexpression of *mid* (marked by broken lines in (**f**)). (**g–i**) The wing disc of *sd-Gal4;UAS-mid;hh-lacZ* is stained with the β-gal antibody. The expression of *hh-lacZ* reporter is repressed (marked by broken lines). (**j**–**l**) Somatic clone overexpressing Mid display downregulation of Hh (marked by broken lines). The wing disc from a third instar larva of *hs-FLP; UAS-mid;hh-lacZ/act* > *y* ^+^ > *gal4; UAS-GFP* is stained with anti-GFP antibody (**j**), β-gal antibody (**k**). (**l**) Merged image of (**j**,**k**). (**m,n**) qPCR analyses of the *hh* and *dpp* mRNA levels in *yw* and *sd* > *mid*.

**Figure 7:**
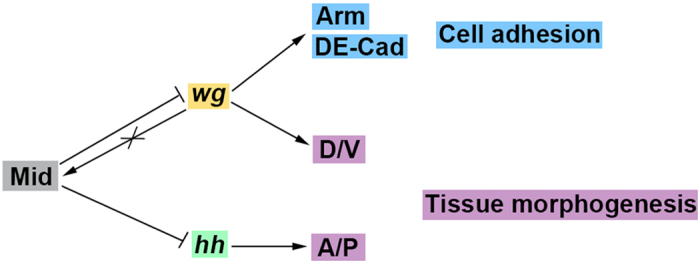
Model for Mid-mediated regulation of wing development. Mid regulates wing development through repression of the Wg and Hh signaling in both tissue morphogenesis and cell adhesion. Mid represses the expression of *wg* to establish a proper expression level of Wg at the DV boundary. The repression of *wg* results in down-regulation of the downstream genes *arm* and *DE-Cad*, which affects the epithelial cell adhesion at adherens junction. By contrast, *wg* does not affect the expression of *mid*. Mid also represses the expression of *hh* to establish a proper expression level of Hh at the P compartment.

## References

[b1] TaipaleJ. & BeachyP. A. The Hedgehog and Wnt signalling pathways in cancer. Nature 411, 349–354, 10.1038/35077219 (2001).11357142

[b2] BeachyP. A., KarhadkarS. S. & BermanD. M. Tissue repair and stem cell renewal in carcinogenesis. Nature 432, 324–331, 10.1038/nature03100 (2004).15549094

[b3] TeglundS. & ToftgardR. Hedgehog beyond medulloblastoma and basal cell carcinoma. Biochimica et biophysica acta 1805, 181–208, 10.1016/j.bbcan.2010.01.003 (2010).20085802

[b4] WengA. P. . Activating mutations of NOTCH1 in human T cell acute lymphoblastic leukemia. Science (New York, N.Y.) 306, 269–271, 10.1126/science.1102160 (2004).15472075

[b5] BejsovecA. & Martinez AriasA. Roles of wingless in patterning the larval epidermis of Drosophila. Development 113, 471–485 (1991).178286010.1242/dev.113.2.471

[b6] CousoJ. P., BishopS. A. & Martinez AriasA. The wingless signalling pathway and the patterning of the wing margin in Drosophila. Development 120, 621–636 (1994).816286010.1242/dev.120.3.621

[b7] WillertK. . Wnt proteins are lipid-modified and can act as stem cell growth factors. Nature 423, 448–452, 10.1038/nature01611 (2003).12717451

[b8] HartmannC. A Wnt canon orchestrating osteoblastogenesis. Trends in cell biology 16, 151–158, 10.1016/j.tcb.2006.01.001 (2006).16466918

[b9] CleversH. Wnt/beta-catenin signaling in development and disease. Cell 127, 469–480, 10.1016/j.cell.2006.10.018 (2006).17081971

[b10] ZeccaM., BaslerK. & StruhlG. Direct and long-range action of a wingless morphogen gradient. Cell 87, 833–844 (1996).894551110.1016/s0092-8674(00)81991-1

[b11] Diaz-BenjumeaF. J. & CohenS. M. Serrate signals through Notch to establish a Wingless-dependent organizer at the dorsal/ventral compartment boundary of the Drosophila wing. Development 121, 4215–4225 (1995).857532110.1242/dev.121.12.4215

[b12] RulifsonE. J., MicchelliC. A., AxelrodJ. D., PerrimonN. & BlairS. S. Wingless refines its own expression domain on the Drosophila wing margin. Nature 384, 72–74, 10.1038/384072a0 (1996).8900280

[b13] BhanotP. . A new member of the frizzled family from Drosophila functions as a Wingless receptor. Nature 382, 225–230, 10.1038/382225a0 (1996).8717036

[b14] CadiganK. M., FishM. P., RulifsonE. J. & NusseR. Wingless repression of Drosophila frizzled 2 expression shapes the Wingless morphogen gradient in the wing. Cell 93, 767–777 (1998).963022110.1016/s0092-8674(00)81438-5

[b15] NelsonW. J. & NusseR. Convergence of Wnt, beta-catenin, and cadherin pathways. Science (New York, N.Y.) 303, 1483–1487, 10.1126/science.1094291 (2004).PMC337289615001769

[b16] HeX., Saint-JeannetJ. P., WoodgettJ. R., VarmusH. E. & DawidI. B. Glycogen synthase kinase-3 and dorsoventral patterning in Xenopus embryos. Nature 374, 617–622, 10.1038/374617a0 (1995).7715701

[b17] DanielsD. L., Eklof SpinkK. & WeisW. I. Beta-catenin: molecular plasticity and drug design. Trends in biochemical sciences 26, 672–678 (2001).1170132610.1016/s0968-0004(01)01952-1

[b18] LoganC. Y. & NusseR. The Wnt signaling pathway in development and disease. Annual review of cell and developmental biology 20, 781–810, 10.1146/annurev.cellbio.20.010403.113126 (2004).15473860

[b19] PellockB. J., BuffE., WhiteK. & HariharanI. K. The Drosophila tumor suppressors Expanded and Merlin differentially regulate cell cycle exit, apoptosis, and Wingless signaling. Developmental biology 304, 102–115, 10.1016/j.ydbio.2006.12.021 (2007).17258190PMC1924969

[b20] ChoE. & IrvineK. D. Action of fat, four-jointed, dachsous and dachs in distal-to-proximal wing signaling. Development 131, 4489–4500, 10.1242/dev.01315 (2004).15342474

[b21] ShuklaV., HabibF., KulkarniA. & RatnaparkhiG. S. Gene duplication, lineage-specific expansion, and subfunctionalization in the MADF-BESS family patterns the Drosophila wing hinge. Genetics 196, 481–496, 10.1534/genetics.113.160531 (2014).24336749PMC3914621

[b22] BriscoeJ. & TherondP. P. The mechanisms of Hedgehog signalling and its roles in development and disease. Nature reviews. Molecular cell biology 14, 416–429, 10.1038/nrm3598 (2013).23719536

[b23] InghamP. W. & McMahonA. P. Hedgehog signaling in animal development: paradigms and principles. Genes & development 15, 3059–3087, 10.1101/gad.938601 (2001).11731473

[b24] JiaJ. & JiangJ. Decoding the Hedgehog signal in animal development. Cellular and molecular life sciences: CMLS 63, 1249–1265, 10.1007/s00018-005-5519-z (2006).16596340PMC11136406

[b25] JiangJ. & HuiC. C. Hedgehog signaling in development and cancer. Developmental cell 15, 801–812, 10.1016/j.devcel.2008.11.010 (2008).19081070PMC6443374

[b26] Pasca di MaglianoM. & HebrokM. Hedgehog signalling in cancer formation and maintenance. Nature reviews. Cancer 3, 903–911, 10.1038/nrc1229 (2003).14737121

[b27] BischoffM. . Cytonemes are required for the establishment of a normal Hedgehog morphogen gradient in Drosophila epithelia. Nature cell biology 15, 1269–1281, 10.1038/ncb2856 (2013).24121526PMC3840581

[b28] BejaranoF., PerezL., ApidianakisY., DelidakisC. & MilanM. Hedgehog restricts its expression domain in the Drosophila wing. EMBO reports 8, 778–783, 10.1038/sj.embor.7401003 (2007).17571073PMC1978085

[b29] MarigoV., DaveyR. A., ZuoY., CunninghamJ. M. & TabinC. J. Biochemical evidence that patched is the Hedgehog receptor. Nature 384, 176–179, 10.1038/384176a0 (1996).8906794

[b30] MichelsonA. M. Running interference for hedgehog signaling. Science’s STKE: signal transduction knowledge environment 2003, Pe30, 10.1126/stke.2003.192.pe30 (2003).12881613

[b31] ZhaoY., TongC. & JiangJ. Hedgehog regulates smoothened activity by inducing a conformational switch. Nature 450, 252–258, 10.1038/nature06225 (2007).17960137

[b32] PanD. & RubinG. M. cAMP-dependent protein kinase and hedgehog act antagonistically in regulating decapentaplegic transcription in Drosophila imaginal discs. Cell 80, 543–552 (1995).786706210.1016/0092-8674(95)90508-1

[b33] MethotN. & BaslerK. An absolute requirement for Cubitus interruptus in Hedgehog signaling. Development 128, 733–742 (2001).1117139810.1242/dev.128.5.733

[b34] YanD. . The cell-surface proteins Dally-like and Ihog differentially regulate Hedgehog signaling strength and range during development. Development 137, 2033–2044, 10.1242/dev.045740 (2010).20501592PMC2875843

[b35] LeeJ. D., AmanaiK., ShearnA. & TreismanJ. E. The ubiquitin ligase Hyperplastic discs negatively regulates hedgehog and decapentaplegic expression by independent mechanisms. Development 129, 5697–5706 (2002).1242170910.1242/dev.00159

[b36] BuscarletM. & StifaniS. The ‘Marx’ of Groucho on development and disease. Trends in cell biology 17, 353–361, 10.1016/j.tcb.2007.07.002 (2007).17643306

[b37] HassonP. . EGFR signaling attenuates Groucho-dependent repression to antagonize Notch transcriptional output. Nature genetics 37, 101–105, 10.1038/ng1486 (2005).15592470

[b38] BenitezE., BrayS. J., RodriguezI. & GuerreroI. Lines is required for normal operation of Wingless, Hedgehog and Notch pathways during wing development. Development 136, 1211–1221, 10.1242/dev.021428 (2009).19270177PMC2685938

[b39] JiangJ. & StruhlG. Regulation of the Hedgehog and Wingless signalling pathways by the F-box/WD40-repeat protein Slimb. Nature 391, 493–496, 10.1038/35154 (1998).9461217

[b40] BuescherM. . Functions of the segment polarity genes midline and H15 in Drosophila melanogaster neurogenesis. Developmental biology 292, 418–429, 10.1016/j.ydbio.2006.01.016 (2006).16499900

[b41] Formaz-PrestonA., RyuJ. R., SvendsenP. C. & BrookW. J. The Tbx20 homolog Midline represses wingless in conjunction with Groucho during the maintenance of segment polarity. Developmental biology 369, 319–329, 10.1016/j.ydbio.2012.07.004 (2012).22814213

[b42] ManavalanM. A., GaziovaI. & BhatK. M. The Midline Protein Regulates Axon Guidance by Blocking the Reiteration of Neuroblast Rows within the Drosophila Ventral Nerve Cord. PLoS genetics 9, e1004050, 10.1371/journal.pgen.1004050 (2013).24385932PMC3873230

[b43] ChenQ. B. . The drosophila T-box transcription factor midline functions within Insulin/Akt and c-Jun-N terminal kinase stress-reactive signaling pathways to regulate interommatial bristle formation and cell survival. Mechanisms of development 136, 8–29, 10.1016/j.mod.2015.02.005 (2015).25748605PMC4479208

[b44] KumarR. P., DobiK. C., BayliesM. K. & AbmayrS. M. Muscle cell fate choice requires the T-box transcription factor midline in Drosophila. Genetics 199, 777–791, 10.1534/genetics.115.174300 (2015).25614583PMC4349071

[b45] BuescherM. . Drosophila T box proteins break the symmetry of hedgehog-dependent activation of wingless. Current biology: CB 14, 1694–1702, 10.1016/j.cub.2004.09.048 (2004).15458640

[b46] RyuJ. R., NajandN. & BrookW. J. Tinman is a direct activator of midline in the Drosophila dorsal vessel. Developmental dynamics: an official publication of the American Association of Anatomists 240, 86–95, 10.1002/dvdy.22495 (2011).21108319

[b47] Miskolczi-McCallumC. M., ScavettaR. J., SvendsenP. C., SoanesK. H. & BrookW. J. The Drosophila melanogaster T-box genes midline and H15 are conserved regulators of heart development. Developmental biology 278, 459–472, 10.1016/j.ydbio.2004.11.026 (2005).15680363

[b48] QianL., LiuJ. & BodmerR. Neuromancer Tbx20-related genes (H15/midline) promote cell fate specification and morphogenesis of the Drosophila heart. Developmental biology 279, 509–524, 10.1016/j.ydbio.2005.01.013 (2005).15733676

[b49] ReimI., MohlerJ. P. & FraschM. Tbx20-related genes, mid and H15, are required for tinman expression, proper patterning, and normal differentiation of cardioblasts in Drosophila. Mechanisms of development 122, 1056–1069, 10.1016/j.mod.2005.04.006 (2005).15922573

[b50] LiuQ. X. . Midline governs axon pathfinding by coordinating expression of two major guidance systems. Genes & development 23, 1165–1170, 10.1101/gad.1774209 (2009).19451216PMC2685537

[b51] SvendsenP. C., Formaz-PrestonA., LealS. M. & BrookW. J. The Tbx20 homologs midline and H15 specify ventral fate in the Drosophila melanogaster leg. Development 136, 2689–2693, 10.1242/dev.037911 (2009).19605497

[b52] DasS. . The Drosophila T-box transcription factor Midline functions within the Notch-Delta signaling pathway to specify sensory organ precursor cell fates and regulates cell survival within the eye imaginal disc. Mechanisms of development 130, 577–601, 10.1016/j.mod.2013.08.001 (2013).23962751PMC4500660

[b53] JaiswalM., AgrawalN. & SinhaP. Fat and Wingless signaling oppositely regulate epithelial cell-cell adhesion and distal wing development in Drosophila. Development 133, 925–935, 10.1242/dev.02243 (2006).16452097

[b54] TabataT. & KornbergT. B. Hedgehog is a signaling protein with a key role in patterning Drosophila imaginal discs. Cell 76, 89–102 (1994).828748210.1016/0092-8674(94)90175-9

[b55] FelsenfeldA. L. & KennisonJ. A. Positional signaling by hedgehog in Drosophila imaginal disc development. Development 121, 1–10 (1995).786749110.1242/dev.121.1.1

[b56] MosimannC., HausmannG. & BaslerK. Parafibromin/Hyrax activates Wnt/Wg target gene transcription by direct association with beta-catenin/Armadillo. Cell 125, 327–341, 10.1016/j.cell.2006.01.053 (2006).16630820

[b57] Gibson-BrownJ. J. . Evidence of a role for T-box genes in the evolution of limb morphogenesis and the specification of forelimb/hindlimb identity. Mechanisms of development 56, 93–101 (1996).879815010.1016/0925-4773(96)00514-x

[b58] LoganM. & TabinC. J. Role of Pitx1 upstream of Tbx4 in specification of hindlimb identity. Science (New York, N.Y.) 283, 1736–1739 (1999).10.1126/science.283.5408.173610073939

[b59] BejaranoF. . A genome-wide transgenic resource for conditional expression of Drosophila microRNAs. Development 139, 2821–2831, 10.1242/dev.079939 (2012).22745315PMC3392707

[b60] LiuQ. X. . Evolutionarily conserved transcription factor Apontic controls the G1/S progression by inducing cyclin E during eye development. Proceedings of the National Academy of Sciences of the United States of America 111, 9497–9502, 10.1073/pnas.1407145111 (2014).24979795PMC4084451

# Supplementary material for: The T-box transcription factor Midline regulates wing development by repressing wingless and hedgehog in Drosophila
**Source:** Sci Rep. 2016 Jun 15;6:27981. doi: 10.1038/srep27981
**Supplement:** Supplementary Information

Supplementary information

The T-box transcription factor Midline regulates wing development by repressing *wingless* and *hedgehog* in *Drosophila*

Chong-Lei Fu¹, Xian-Feng Wang¹, Qian Cheng¹, Dan Wang¹, Susumu Hirose² and Qing-Xin

Liu^{1*}

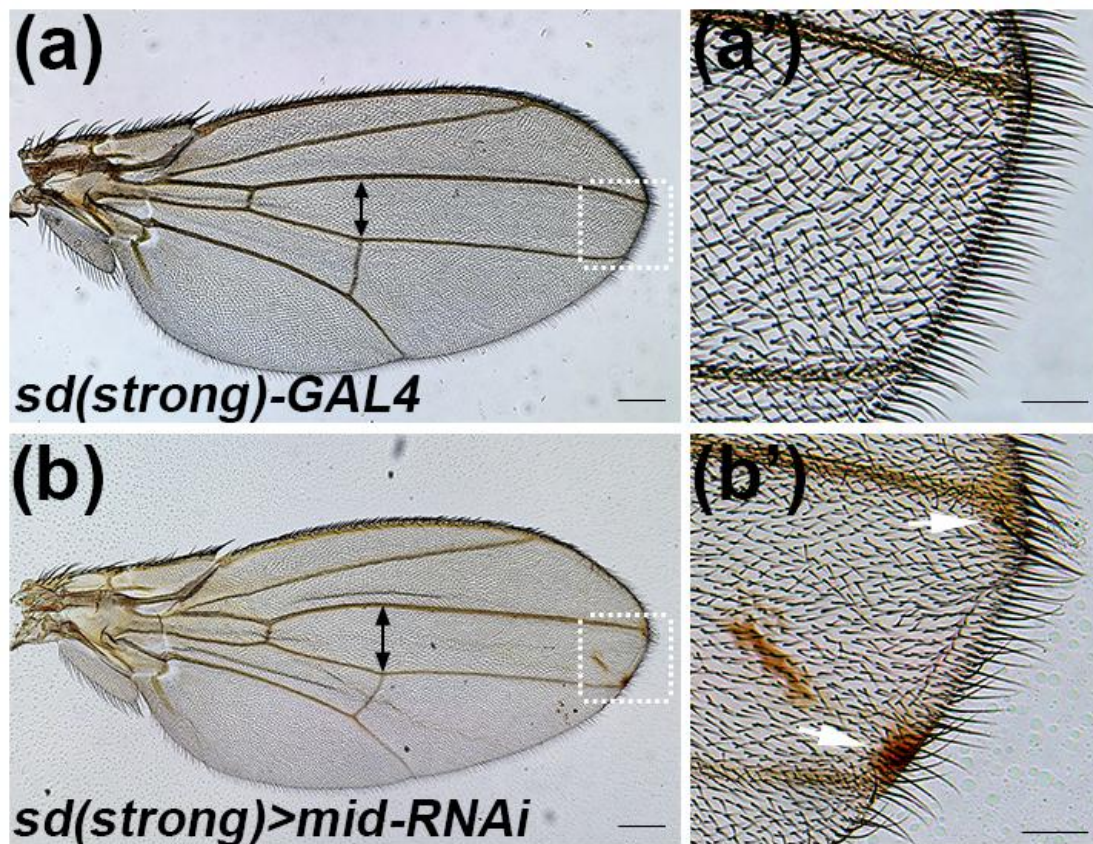

Figure S1. *mid* RNAi induces abnormal wing hairs and vein.

(a, a') Adult wing of *sd(strong)-GAL4*. (b, b') Adult wing of *sd(strong)-GAL4*;

UAS-mid-RNAi. (a', b') Magnification of the region marked by a white broken line. Double arrows indicate the distance between L3 and L4. Arrows indicate ectopic wing hairs.

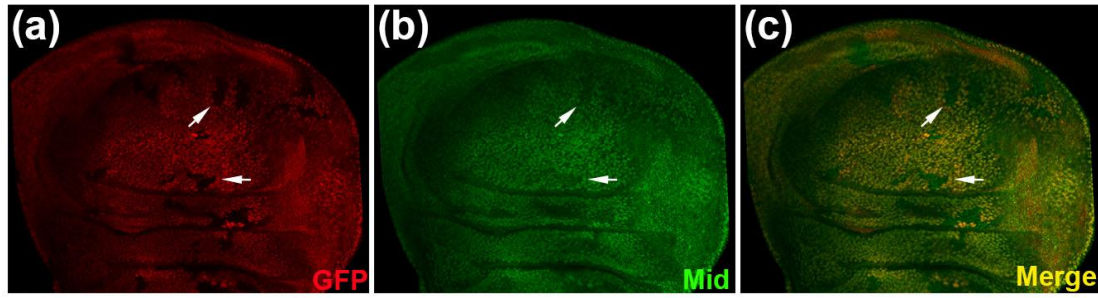

Figure S2. Knockdown of *mid* in mutant clone effectively depletes the expression of Mid.

(a-c) Mid expression is effectively depleted (indicated by arrows) in *mid* mutant clones (mutant clone lack GFP signal) induced in the DP cells of the wing disc. The wing disc from a third instar larva of *hs-FLP; FRT42D, Ubi-GFP/FRT42D, mid^l* is stained with anti-GFP antibody (a), anti-Mid antibody (b). (c) Merged image of (a) and (b).

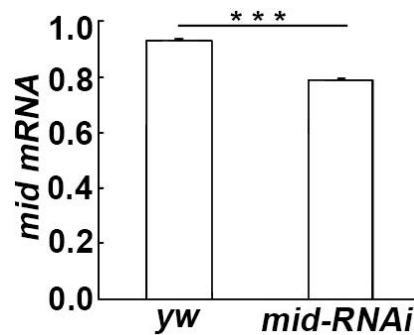

Figure S3. *mid-RNAi* effectively knocked down *mid* mRNA.

qPCR analyses of the *mid* mRNA levels in *yw* and *sd>mid-RNAi*. Error bar, SEM from three independent experiments. Student's tests, *** $p < 0.001$.

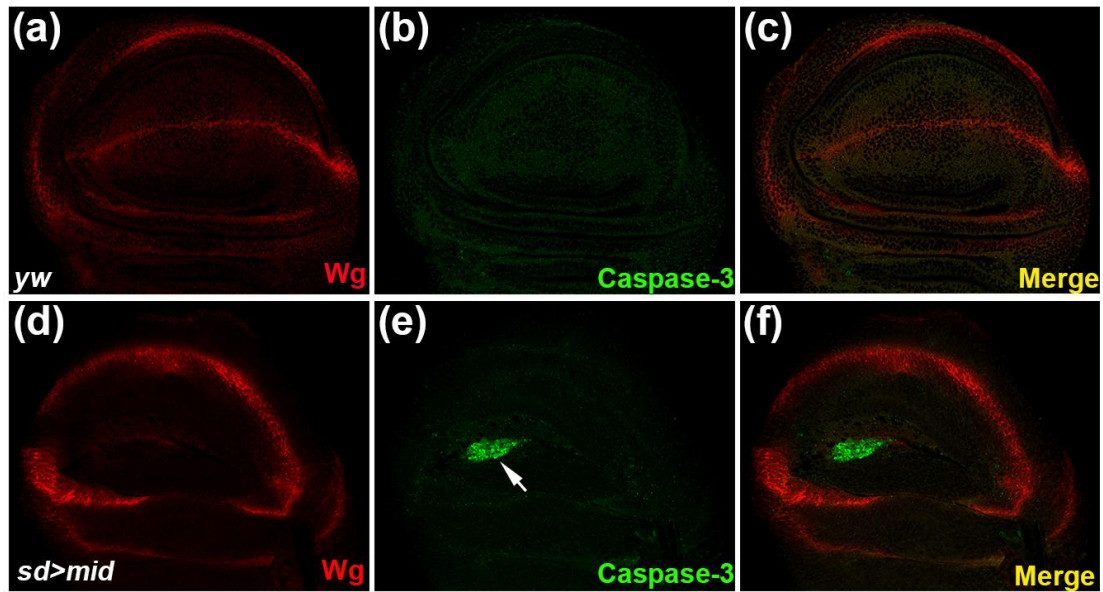

Figure S4. Overexpression of Mid represses *wg* at the DV boundary and induces apoptosis in the wing disc.

(a-c) The wing disc of *yw* is stained with the anti-Wg and cleaved Caspase-3 antibody. (d-f) The expression of Wg is repressed in the wing disc of *sd-Gal4; UAS-mid* (d). Activation of apoptosis (indicated by an arrow) is probed with cleaved Caspase-3 antibody (e). (f) Merged image of (d) and (e).

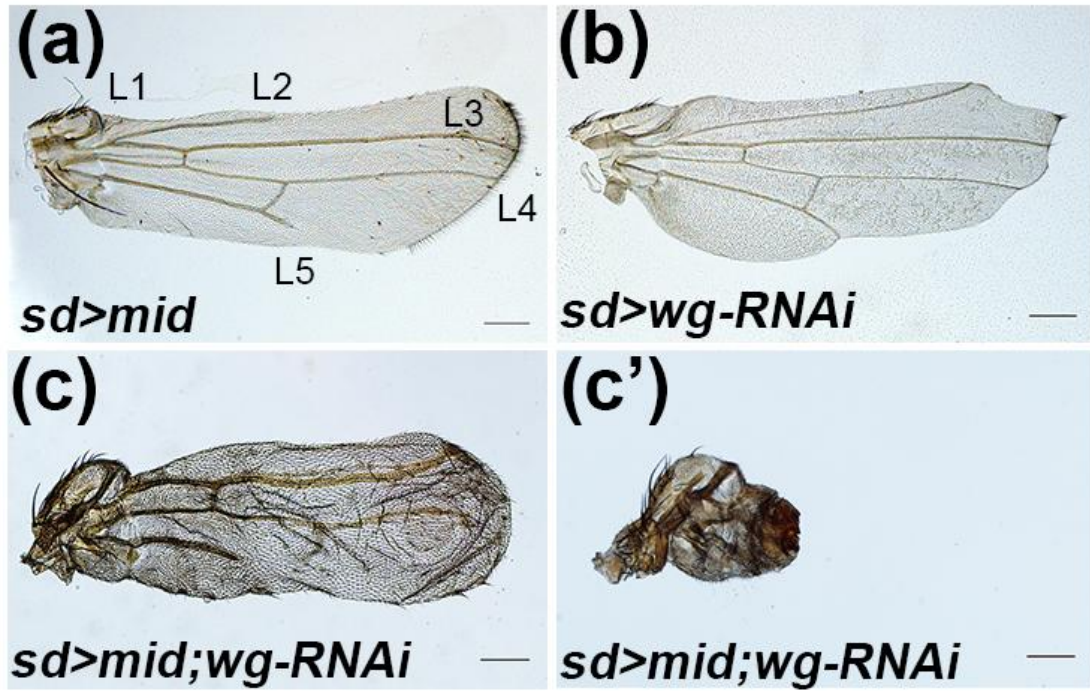

Figure S5. Genetic interaction between *mid* and *wg*.

(a-c') Adult wings of *sd-Gal4; UAS-mid* (a), *sd-Gal4; UAS-wg-RNAi* (b) and *sd-Gal4; UAS-mid; UAS-wg-RNAi* which exhibits severe loss of wing veins, blistered wing (c) and even leads to loss of tissue in almost whole wing blade (c'). Scale bars: 200μm.

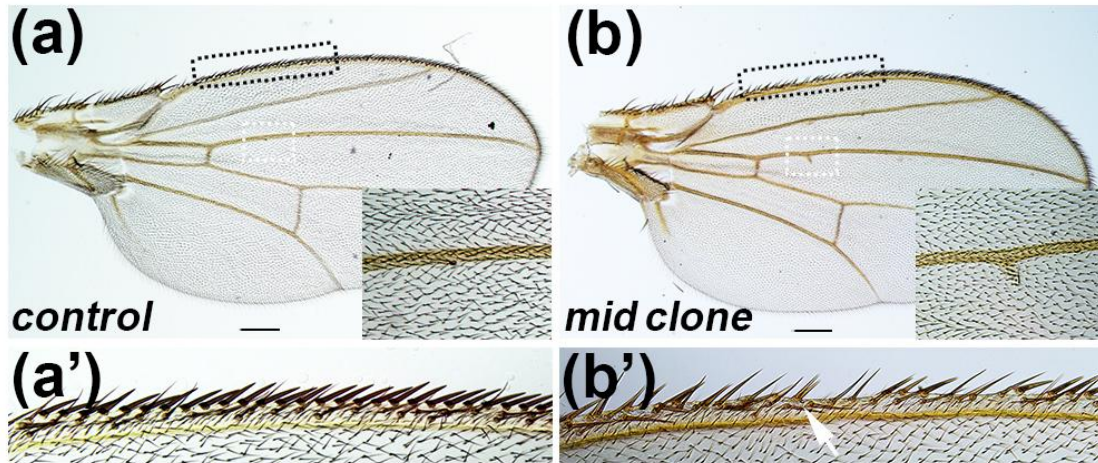

Figure S6. *mid* mutant clone induces an ectopic vein and hair at the anterior compartment.

(a-b') Adult wings of control (a, a') and *mid* mutant clone (b, b'). Insert in (a) is magnification of the region marked by a white broken line to show normal vein. Insert in (b) is magnification of the region marked by a white broken line to show an ectopic vein L3. (a', b') Magnification of the region marked by a black broken line. Arrows indicate ectopic wing hairs.

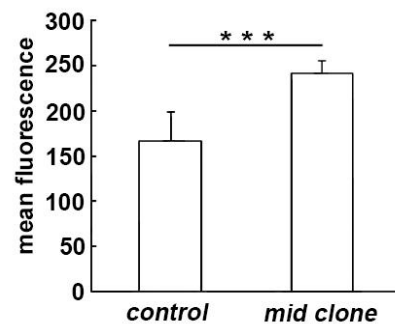

Figure S7. The expression of DE-Cad was induced in *mid* mutant clone.

The expression levels of DE-Cad were determined by mean fluorescence both inside and outside (control) of *mid* clone. Error bars, SEM. *** $p < 0.001$.

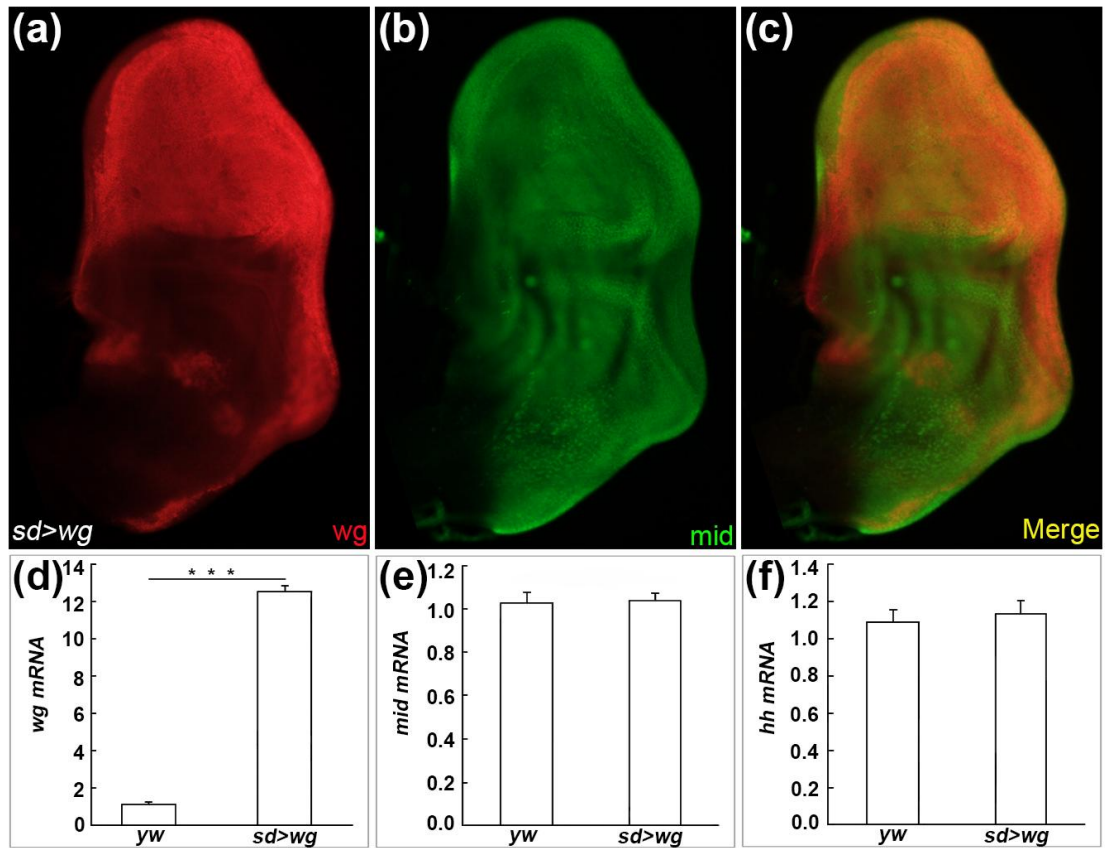

Figure S8. Wg does not activate *mid* in the wing disc.

(a-c) The expression of Wg and Mid in *sd-Gal4; UAS-wg*. (d-f) qPCR analyses of the *wg*, *mid* and *hh* mRNA levels in *yw* and *sd>wg*. Error bar, SEM from three independent experiments.

Student's tests, ***p<0.001.

Gene symbol					
<i>CG16884</i>	<i>wg</i>	<i>Wnt4</i>	<i>CG11334</i>	<i>fz</i>	<i>Sxl</i>
<i>cad</i>	<i>mirr</i>	<i>tld</i>	<i>Burs</i>	<i>pan</i>	<i>fz2</i>
<i>wupA</i>	<i>ast</i>	<i>dm</i>	<i>unk</i>	<i>stck</i>	<i>rn</i>
<i>ab</i>	<i>Btk29A</i>	<i>wapl</i>	<i>ubx</i>	<i>CG3167</i>	<i>N</i>
<i>Irk2</i>	<i>InR</i>	<i>esg</i>	<i>argos</i>	<i>shot</i>	<i>CG16801</i>
<i>rho</i>	<i>fng</i>	<i>toc</i>	<i>wdn</i>	<i>kuz</i>	<i>os</i>
<i>Ddc</i>	<i>hdc</i>	<i>emc</i>	<i>nmo</i>	<i>dpp</i>	<i>ppl</i>
<i>Antp</i>	<i>babo</i>	<i>sgg</i>	<i>CG15154</i>	<i>ss</i>	<i>pyd</i>
<i>CG18144</i>	<i>shg</i>	<i>Bx</i>	<i>dve</i>	<i>hh</i>	<i>ewg</i>
<i>apt</i>	<i>dlgl</i>	<i>Scr1</i>	<i>ctp</i>	<i>CtBP</i>	<i>Su(H)</i>
<i>sn</i>	<i>neur</i>	<i>spi</i>	<i>Chi</i>	<i>dsh</i>	<i>arm</i>
<i>hth</i>	<i>CG10369</i>	<i>wb</i>	<i>sax</i>	<i>ara</i>	<i>Pka-C1</i>
<i>en</i>	<i>LanA</i>	<i>bun</i>	<i>Dl</i>	<i>smo</i>	<i>phl</i>
<i>sgl</i>	<i>Dad</i>	<i>shn</i>	<i>sema-1b</i>	<i>pnt</i>	<i>CG1848</i>
<i>kn</i>	<i>trn</i>	<i>CG2446</i>	<i>Rnk</i>	<i>aay</i>	<i>Smox</i>
<i>how</i>	<i>vg</i>	<i>flw</i>	<i>ci</i>	<i>if</i>	<i>ac</i>
<i>CG6831</i>	<i>cora</i>	<i>Set2</i>	<i>caps</i>	<i>Ssdp</i>	<i>fj</i>

Table S1. Up-regulated genes in *mid* mutant among wing development-related genes.

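The genes of Table S1 that were more than 2-fold higher in the *mid* mutant embryos were *sgl*, *Irk3*, *kuz* and *trn*. *sgl*, which encodes UDP-glucose dehydrogenase and is needed for heparan sulfate synthesis, read 711 in *yw* and 2044 in *mid* (2.87-fold). *Irk3*, a potassium channel gene, read 128 and 353 (2.75-fold). *kuz*, which encodes a metalloprotease that cleaves Notch, read 257 and 646 (2.52-fold), and *trn*, which encodes a leucine-rich repeat protein, read 132 and 271 (2.05-fold). Just under 2-fold were the spectraplakin gene *shot* (1.97-fold), the integrin gene *if* (1.78-fold) and *Ddc*, an enzyme of cuticle tanning (1.72-fold). *Amun* (422 in *yw* and 143 in *mid*, 2.95-fold), *wdn* (373 and 136, 2.74-fold) and *MAN1*, which encodes an inner nuclear membrane protein (1591 and 651, 2.44-fold), were lower in *mid*. *shg*, which encodes DE-Cad, read 148 and 111. The wing selector gene *vg* was at the floor on both arrays, as were *ac*, *fj*, *ss*, *Hand*, *Hr51* and *toc*. Another 33 symbols of the table were not analysed here, as no probe set with a single symbol matched them.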

Gene symbol					
<i>Cdc42</i>	<i>Rho1</i>	<i>CG6890</i>	<i>salm</i>	<i>Kr</i>	<i>fru</i>
<i>Fpps</i>	<i>mys</i>	<i>put</i>	<i>eIF-5A</i>	<i>baz</i>	<i>sca</i>
<i>Klp64D</i>	<i>Skp2</i>	<i>ap</i>	<i>tsr</i>	<i>Egfr</i>	<i>dx</i>
<i>sog</i>	<i>S</i>	<i>Ser</i>	<i>Hydr2</i>	<i>CG9491</i>	<i>gbb</i>
<i>Asx</i>	<i>sd</i>	<i>CG3143</i>	<i>mew</i>	<i>ped</i>	<i>svr</i>
<i>cos</i>	<i>aret</i>	<i>Med</i>	<i>brk</i>	<i>su(Hw)</i>	<i>sqh</i>
<i>bcn92</i>	<i>CG5446</i>	<i>ato</i>	<i>Dll</i>	<i>awd</i>	<i>mam</i>
<i>spen</i>	<i>lola</i>	<i>dystrophin</i>	<i>Ark</i>	<i>CG1518</i>	<i>EcR</i>
<i>CycE</i>	<i>CG11893</i>	<i>malpha</i>	<i>nub</i>	<i>CG17090</i>	<i>CG2767</i>
<i>gro</i>	<i>H</i>	<i>fog</i>	<i>Sb</i>	<i>cpb</i>	<i>CH9932</i>
<i>CG8201</i>	<i>wts</i>	<i>elB</i>	<i>Hrs</i>	<i>scb</i>	<i>zip</i>
<i>E2F</i>	<i>hop</i>	<i>Sin3A</i>	<i>CG2604</i>	<i>Crc</i>	<i>CG1070</i>
<i>ck</i>	<i>CG2245</i>	<i>CG9867</i>	<i>Rbf</i>	<i>CG4080</i>	<i>CG3564</i>
<i>dwg</i>	<i>fw</i>	<i>inx7</i>	<i>dsx</i>	<i>CG4451</i>	<i>vri</i>
<i>sl</i>	<i>CG8222</i>	<i>stan</i>	<i>CG12163</i>	<i>CG14204</i>	<i>bib</i>
<i>drk</i>	<i>Elongin-B</i>	<i>Tango14</i>	<i>Psn</i>	<i>E2f2</i>	<i>ngl</i>
<i>sf1</i>	<i>Src42A</i>	<i>brm</i>	<i>garz</i>	<i>Hr39</i>	<i>l(2)gd1</i>
<i>kni</i>	<i>tkv</i>	<i>bs</i>	<i>Pvf1</i>		

Table S2. Down-regulated genes in *mid* mutant among wing development-related genes.

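The genes of Table S2 that were more than 2-fold lower in the *mid* mutant embryos were *tkv*, *Skp2*, *gro* and *sl*. *tkv*, which encodes a receptor of Dpp, read 917 in *yw* and lay at the floor in *mid* (at least 9.4-fold lower) by its brighter probe set, and 255 and 191 by its other one. *Skp2*, which encodes an F-box protein of the cell cycle, read 1505 and 193 (7.81-fold), and *sl*, which encodes phospholipase C gamma, read 270 and 113 (2.39-fold). *par-1*, which encodes a polarity kinase, was higher in *mid* (383 and 858, 2.24-fold). *Egfr* read 191 and 372 by its brighter probe set and 157 and 147 by its other one. *H*, the antagonist of Notch signaling, read 103 and 195 by its brighter probe set and 97.4 and 102 by its other one. *Med*, a Smad gene of the Dpp pathway, read 217 and 390. *Psn*, a subunit of the protease that cleaves Notch, read 555 and 343. The genes *ap*, *salm*, *CycE* and *wts* were among 15 at the floor on both arrays, and 24 symbols of the table were not analysed here. With the median over a gene's probe sets, 3 genes were lower and 0 higher, with *gro* and *par-1* no longer called.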

Gene symbol	Forward primer	Reverse primer
<i>β-tubulin</i>	ACCTTCATCGGCAACTCCACTG	CGGTGAACTCCATCTCGTCCAT
<i>mid</i>	GACAGACAACAACAACGGCT	CAGTCGACCACATCAACGTC
<i>wg</i>	CAGTTAGTCCGAATGCAGCC	GTTTCGGGTGATGGATCTTGC
<i>arm</i>	ACGAGGAGATGGAGGGAGAT	GATCAAACCTGGGTGGAGGGA
<i>hh</i>	TCGTGTTTTGAGCATGACCG	AGCACCTGGTTCTTCTCCTC
<i>dpp</i>	AGAGATTCATCGCCGCCATA	TGCACTTCGTTGAACTGTCTG
<i>DE-Cad</i>	AACACCTACGTTCTCACCGT	GTCACGATCGAATGTGTGGG

Table S3. Real-time PCR primers.

How the deposited data were processed for this re-analysis (not part of the article)

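RNA of *yw* control embryos and of homozygous *mid* mutant embryos was measured on Affymetrix *Drosophila* arrays, 1 array per genotype, with 14010 probe sets each. The deposited values are linear signal intensities that the authors made with MAS5, as the submitters' processing notes name it. Its version, scaling target and detection calls, and the scan settings, are not given in the sources used here. The control was mapped by the sample labels, which name *yw* embryos, as the paper's results speak of wild-type embryos and its Methods of heterozygous *mid* embryos.

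The plan written before the data were examined took the values as deposited, on the premise that MAS5 had brought the arrays to a common scale. They proved not to be, with a median of 150 on the *yw* array and 43.3 on the *mid* array (1.79 on the log2 scale) and a median ratio of 2.76 for 9 spiked controls (1.47 on the log2 scale). Median centring, planned as an alternative, was therefore taken as the main setting before any gene's fold or any count was computed, and the values as deposited became an alternative. Relative to median centring, the median of the measured genes shifted by -1.58 as deposited, by -0.11 with an equal mean of the central 96% of values and by -0.30 with the spiked controls. Values of single genes under these 3 settings are compared after that shift is removed, and counts without removing it.

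After centring, values of both arrays below the 40th percentile of the pooled values were set to it, and log2 fold changes were taken as *mid* over *yw*. A gene at the floor on 1 array has a lower bound, and a gene at the floor on both has no fold. The floor stands for dim signal and is not a detection call. The number of arrays limits the precision, and no p-value was computed, although the paper's Methods ask for a p-value as well as a 2-fold change. Probe sets were named from an annotation table of the array, with symbols updated through a RefSeq gene table of a later genome release, where 50 named probe sets had a gene that table does not hold. No coordinates are given, as no genome build is named for the values. Symbols of the lists were matched exactly, then by a unique exact synonym. A first version also ignored letter case. After a first look at the values it was seen to join different genes and was corrected, which changed the measured genes of Tables S1 and S2 and 1 call. Genes that this matching did not name, such as *wg* and *arm*, were not analysed here.

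Named genes were chosen by a rule set before the data were examined. They are the genes the paper names, the 12 largest rises and 12 largest falls among genes above the floor on both arrays, the 5 largest lower bounds each way, and up to 4 members of each list with the largest change. *Axn*, *boi*, *disp*, *cos*, *kn*, *shot*, *if*, *Ddc*, *trn*, *MAN1*, *par-1*, *Hsc70-4*, *dpa*, *LysP*, *repo*, *moody*, *htl* and the members of Tables S1 and S2 at the floor on both arrays lie outside that rule and were added after their values were seen. There were 34 lists of pathways, tissues and cell types, and Tables S1 and S2 of the paper. A list with at least 5 measured members was described by the percentile of its median among 10000 random lists of the same size, drawn within 20 bins of mean signal, and stood apart below percentile 2.5 or above 97.5. Of 33 lists tested, 15 stood apart, where 1.6 would be expected if genes varied independently. Genes of a list can vary together, some lists share genes, and Table S1 was chosen on these arrays. The excess over 1.6 is therefore not evidence of an effect of *mid*. The list of cuticle tanning holds *Dp*, entered where the matrix gene *dumpy* was meant, and was kept as written.

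The calls were tested on simulated data with 14010 probe sets, in which 199 of 200 changed by 2 on the log2 scale were called and 37 unchanged ones were called, and 10 of 200 random lists fell outside the central 95%. The simulated noise was set below the spread between real probe sets of the same gene. Changes were placed only in probe sets well above the floor. The simulation thus checks the computation and gives no error rate for the real calls, many of them dim or near 2-fold. The alternatives were values as deposited, quantile normalisation, loess on mean signal (span 0.3), the spiked controls, floors at the 20th and 60th percentile or none, fold thresholds of 1.5 and 3, the median over a gene's probe sets and random lists without matching. The spiked controls had been planned for named genes and were extended to counts and lists afterwards, and the equal mean of central values was added after the columns were seen. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.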

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

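The tests of RNA quality, of embryo age and of stress were chosen after the results were seen, and those of loess scaling before. The paper does not report these gene groups from the arrays, and each was noted because its median stood outside the central 95% of random lists. All medians are those after median centring, and with values as deposited the median of the measured genes itself lies at -1.52.

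The first pattern joins 9 lists, grouped after their values were seen. The list of cuticle tanning and apical extracellular matrix includes *y*, which is mutant in the control stock and was called higher in *mid*. Median log2 fold changes were 0.73 for neurons, 0.67 for glia, 0.62 for the septate junction, 0.69 for axon guidance, 0.72 for the trachea, 0.50 for cuticle and chitin and 0.78 for cuticle tanning and apical extracellular matrix, against -1.20 for cell cycle and DNA replication and -0.25 for maternal transcripts, whose percentile lay between 3.0 and 51.2 under most alternatives, while glia had a median of 0.04 at percentile 91.7 with the spiked controls, and the muscle, heart and hindgut lists did not stand apart. After loess scaling 8 of these 9 lists stayed apart, while maternal transcripts had a median of -0.28 at percentile 3.0. Random lists were already matched on mean signal, so loess could move percentiles little, and these cannot decide on a trend with signal. Medians after loess were -1.22 for cell cycle and 0.44 to 0.68 for the other lists that stayed apart. A smooth trend with signal thus accounts for little of these differences. RNA quality stays open, as 3 of 4 control transcripts had a higher 3′ to 5′ ratio on the *mid* array. The 3′ signal also exceeded the 5′ signal on the *yw* array, at 28.8 for actin, 50.8 for eIF-4a, 21.6 for GAPDH and 4.52 for 18S rRNA. Quality may therefore limit both arrays. A younger *yw* collection is a candidate explanation that cannot be told apart from genotype with 1 array each, as the median of 3 measured cellularisation genes was -0.65, while the blastoderm and cellularisation list that holds genes of that stage had a median of 0.32 at percentile 88.8 and the list of digestive enzymes of the larval midgut had a median of -0.41, with 3 of 32 genes called lower and 12 above 0.

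Heat shock genes had a median of 2.21 over 6 measured genes. After loess scaling the list median was 2.09, above those of all 10000 random lists. As these were already matched on mean signal, their comparison could hardly change. The median itself shows that a smooth trend with signal accounts for little of the difference. Stress of the *mid* embryos while they were selected is a candidate explanation that remains open. *Hsc70-4*, which is made constitutively, was higher by 0.37 and the least changed of the 4 heat-induced genes by 1.61. Any heat shock response would give this, whatever its source, so it cannot decide, and the design holds no unselected *mid* embryos. A response of the *mid* mutant itself was not tested.

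Hemocyte genes had a median of 0.45 at percentile 99.4 (96.4 with the floor at the 60th percentile), with *NimC1* at least 3-fold, *Sr-CI* 2.74-fold, *srp* 2.37-fold and *PPO2* 2.28-fold higher by its brighter probe set (-0.74 by its other one). Ribosomal protein genes had a median of -0.04, at percentile 1.7, with none of 32 beyond 2-fold, but lay inside the central 95% of random lists at percentile 20.4 with quantile normalisation, 5.2 with loess, 2.9 with no floor and 17.6 without matching. Some lists share genes, with 3 in both septate junction and glia, 4 in both trachea and cuticle and chitin and 1 each in septate junction and axon guidance, in trachea and cuticle tanning, and in cuticle tanning and cell cycle.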

How the results depend on the processing

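No paired analysis was possible because there is 1 array per genotype, which also rules out leaving out a replicate or regrouping samples. Signal over the floor limits what can be said of dim genes such as *hh* and *mid*. Under the alternatives no named gene called by size changed sign once the shift of each scaling was removed. Of the alternative values of all named genes with a fold, called or not, 1122 moved by less than 0.53 and 122 by more. Values as deposited, the equal mean of central values and the spiked controls each differ from median centring by a single factor. Removing the shift there largely restores the main values, apart from the floor, so these settings are no independent check. The cause of the changes given here was not tested, except that a lower floor or threshold calls more genes by construction. The main counts were 541 probe sets higher, 403 lower, 4 genes of Table S1 higher and 4 of Table S2 lower.

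Probe sets higher and lower numbered 21 and 7627 as deposited, 256 and 828 with the spiked controls, 1193 and 1158 with the floor at the 20th percentile, 282 and 191 at the 60th, 1707 and 1902 with no floor, 1566 and 1161 at 1.5-fold, and 126 and 125 at 3-fold. Genes of Table S1 that were higher numbered 0 as deposited, 2 with the floor at the 60th percentile, 13 at 1.5-fold and 0 at 3-fold. Those that were lower numbered 3 in the main setting, 53 as deposited, 7 with the spiked controls, 6 with the floor at the 20th percentile, 1 at the 60th, 7 with no floor, 8 at 1.5-fold and 0 at 3-fold. Genes of Table S2 that were lower numbered 53 as deposited and 7 each with the spiked controls, the floor at the 20th percentile, no floor and 1.5-fold. Those that were higher numbered 1 in the main setting, 0 as deposited, with the spiked controls, with the median over probe sets and at 3-fold, 7 with the floor at the 20th percentile, 8 with no floor and 16 at 1.5-fold.

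List percentiles crossed the limits of the central 95% as follows. As deposited, the Hh pathway was at 96.2 and maternal transcripts at 51.2. Quantile normalisation put Table S1 at 92.0, maternal transcripts at 3.3 and ribosomal proteins at 20.4. Loess put them at 97.3, 3.0 and 5.2. The added equal mean of central values put maternal transcripts at 5.9, and the spiked controls put them at 7.0 and glia at 91.7. With the floor at the 20th percentile, Table S1 was at 88.5, adherens junction at 98.5 and ribosomal proteins at 2.5. At the 60th, Table S1 was at 96.4, the Hh pathway at 95.1, hemocytes at 96.4 and maternal transcripts at 20.1. With no floor, Table S1 was at 87.0, the Hh pathway at 97.3, adherens junction at 98.4, germ cells at 1.6 and ribosomal proteins at 2.9. The salivary gland list, with too few measured genes in the main setting, was at 98.0 with quantile normalisation, 98.2 with loess and 98.2 with no floor. With the median over probe sets, Table S1 was at 96.4, the Hh pathway at 95.9 and maternal transcripts at 7.2. Without matching, Table S1 was at 97.3, maternal transcripts at 3.0 and ribosomal proteins at 17.6.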

Differences from the paper's values

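The paper's text gives 102 wing development genes as up-regulated in the *mid* mutant, and 4 of the 61 measured genes of Table S1 were more than 2-fold higher here. The counts differed by more than 1.5 times under every alternative set before the data were examined, between 0 and 13, but only 69 of the 102 symbols had a named probe set, so none could have reached the paper's count. The paper's text gives 104 genes as down-regulated, and 4 of the 67 measured genes of Table S2 were more than 2-fold lower here. The counts differed likewise under every such alternative, between 3 and 53 (values as deposited), and with 82 of 106 symbols named none could have reached the paper's count either. The paper's threshold includes a p-value, which was not analysed here. Table S2 as read here holds 106 symbols where the paper's text gives 104.

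Over all measured genes of the tables, log2 fold changes were above 0 for 39 of 61 in Table S1 and below 0 for 26 of 67 in Table S2. With values as deposited, 53 genes of Table S2 and also 53 of Table S1 were more than 2-fold lower.

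The paper states that *hh* was enhanced in the *mid* mutant. Here *hh* read 40.4 in *yw* and 38.0 in *mid*, at the floor on both arrays, so that its direction was not measured. With the floor at the 20th percentile *hh* exceeded it on both arrays, with a log2 fold change of -0.09. Of the Hh targets the paper names, *dpp* (0.48) and *en* (0.23) had log2 fold changes above 0, and *ptc* was at the floor. Table S1 lists *shg*, for which the log2 fold change was -0.41. The changes of *dpp*, *en* and *shg* are smaller than the SD of 0.53 between probe sets of the same gene. With the spiked controls *en* lay below 0.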

Other observations

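Several groups that the text has not described held single genes with large differences. In the adherens junction list, *crb*, an apical polarity gene, was 2.87-fold higher in *mid*, and the list median of 0.28 lay at percentile 89.5. In the muscle list, the titin gene *sls* was 2.38-fold and *bt* 2.06-fold higher, with 16 of 17 genes above 0 and a median of 0.29 at percentile 94.5. Among septate junction genes, *Gli* was 2.61-fold and *Nrx-IV* 2.23-fold higher. Among glial genes *wrapper* was 2.06-fold higher, while *repo*, which encodes a glial transcription factor, read 357 in *yw* and 232 in *mid* (log2 fold change -0.62), and *moody* and *htl* had log2 fold changes of -0.16 and -0.11. In the maternal list, *smg*, a regulator of maternal transcripts, was at least 17.2-fold lower, *swa* at least 10.6-fold lower by its brighter probe set and *bcd* at least 3.2-fold lower, while *spz* was 2.63-fold higher. *zpg*, a germline gap junction gene, was at least 3.32-fold lower in a germ cell list with a median of -0.13 at percentile 20.3. The pigment gene *y*, mutant in the control stock, read 1555 in *yw* and 4937 in *mid*.

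Further genes with large differences were *Arpc1* (5.94-fold higher, its other probe set at the floor), *Dph1* (5.41-fold), *pst* (5.05-fold), *udd* (4.74-fold), *Ctl2* (4.66-fold) and *SP2353* (4.6-fold higher). *Rcc1* was 7.56-fold lower (its other probe set at the floor), *Hmr* 7.52-fold and *cathD* 6.7-fold lower. Lower bounds were at least 6.88-fold higher for *Srg2*, 6.18-fold for *Bili* (-0.24 on the log2 scale by its other probe set), 5.29-fold for *Crtp*, 4.87-fold for *by* and 4.64-fold for *foi*, and at least 29.3-fold lower for *Uhg1*, 12.5-fold for *Nasp* and 12.2-fold for *Cyp4p2*.

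The remaining lists did not stand apart. Their medians and percentiles were -0.13 and 9.5 for the Dpp pathway, 0.18 and 68.0 for the Notch pathway, 0.22 and 79.1 for the EGFR pathway, 0.17 and 77.8 for the heart, 0.37 and 82.2 for T-box genes, -0.03 and 46.2 for neuroblasts, 0.20 and 79.4 for hindgut and Malpighian tubules, 0.21 and 71.2 for the amnioserosa, 0.32 and 88.8 for blastoderm patterning and cellularisation, 0.05 and 54.6 for antimicrobial peptides, -0.07 and 30.5 for dosage compensation and sex determination, and 0.08 and 34.4 for the mitochondrial respiratory chain. Hox genes, the salivary gland and the fat body had under 5 measured genes, with 3, 4 and 2. In the Dpp pathway, *Mad* was 2.12-fold lower and *tkv* at least 9.4-fold lower by its brighter probe set (-0.41 on the log2 scale by its other one).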
